# Vitamin C Sensitizes Pancreatic Cancer Cells to Erastin-Induced Ferroptosis by Activating the AMPK/Nrf2/HMOX1 Pathway

**DOI:** 10.1155/2022/5361241

**Published:** 2022-07-19

**Authors:** Yawen Liu, Pu Huang, Zheng Li, Chunhui Xu, Huizhi Wang, Baoqing Jia, Aihua Gong, Min Xu

## Abstract

Ferroptosis is a type of regulated cell death that displays a promising therapeutic pathway for drug-resistant tumor cells. However, some pancreatic cancer (PC) cells are less sensitive to erastin-induced ferroptosis, and normal pancreatic cells are susceptible to this newly discovered cell death. Therefore, there is an urgent need to find drugs to enhance the sensitivity of these PC cells to erastin while limiting side effects. Here, we found that the oxidized form of vitamin C-dehydroascorbic acid (DHA) can be transported into PC cells expressing high levels of GLUT1, resulting in ferroptosis. Moreover, pharmacological vitamin C combined with erastin can synergistically induce ferroptosis of PC cells involving glutathione (GSH) reduction and ferrous iron accumulation while inhibiting the cytotoxicity of normal cells. Mechanistically, as a direct system Xc^−^ inhibitor, erastin can directly suppress the synthesis of GSH, and the recycling of vitamin C and DHA is performed through GSH consumption, which is denoted as the classical mode. Furthermore, oxidative stress induced by erastin and vitamin C could enhance the expression of HMOX1 via the AMP-activated protein kinase (AMPK)/nuclear factor erythroid 2-related factor 2 (NRF2) pathway to increase the labile iron level, which is named the nonclassical mode. In vivo experiments showed that erastin and vitamin C can significantly slow tumor growth in PC xenografts. In summary, the combination of erastin and vitamin C exerts a synergistic effect of classical and nonclassical modes to induce ferroptosis in PC cells, which may provide a promising therapeutic strategy for PC.

## 1. Introduction

Pancreatic cancer (PC) is a fatal and common disease of the digestive system with a 5-year survival rate of less than 10% [1]. The lack of effective early detection methods makes more than 80% of patients with pancreatic cancer often unsuitable for surgical resection [2]. Chemotherapy is used as the primary treatment for advanced pancreatic cancer; however, the emergence of chemotherapy resistance and side effects limits the efficacy of chemotherapy, leaving patient survival rates far from satisfactory [3, 4]. Therefore, it is imperative to explore alternative combination treatment strategies to improve outcomes.

Ferroptosis is a newly discovered cell death process that features iron-dependent, intracellular accumulation of lipid reactive oxygen species (ROS) [5]. It involves a unique combination of morphological, biochemical, and genetic features that differ significantly from other cell death forms, such as apoptosis and necrosis [6]. The mechanism of ferroptosis is mainly related to the disruption of iron metabolism, imbalance of the amino acid antioxidant system, and lipid peroxide accumulation [7]. The cystine/glutamate antiporter (system Xc^−^) located in the cell membrane is involved in the synthesis of glutathione (GSH), and glutathione peroxidase 4 (GPX4) uses GSH as a substrate to reduce lipid peroxides to normal lipids, which prevents lipid peroxide accumulation and inhibits the occurrence of ferroptosis [8, 9]. Therefore, ferroptosis is caused by the insufficient ability of GPX4 to scavenge peroxides and/or excessive lipid peroxidation reactions, causing lipid peroxide accumulation and eventually inducing cell death [10, 11]. Moreover, ferroptosis can also be induced through the intracellular ferrous iron level in cancer cells, called the nonclassical ferroptosis induction mode. When disorders of iron metabolism cause an increase in intracellular free iron, iron catalyzes the production of ROS through the Fenton reaction, which further promotes lipid peroxidation, causing lipid peroxide accumulation and inducing ferroptosis [12].

Ferroptosis, as a promising therapeutic pathway for drug-resistant tumor cells, has attracted attention recently. As an efficient ferroptosis inducer, erastin can mediate ferroptosis, which inhibits system Xc^−^, blocks the voltage-dependent anion channel (VDAC), and activates p53 [13, 14]. Ferroptosis inhibits the proliferation of various malignant cancer cells, such as breast cancer, liver cancer, and lung cancer [15–17]. Nevertheless, a variety of erastin-insensitive cancer cells have also been reported in previous studies. In particular, our research found that the PC cell lines PaTu8988 and BxpC3 were insensitive to erastin-induced ferroptosis and that high-dose erastin could affect normal pancreatic cells [18]. Therefore, there is an urgent need to discover drugs to enhance the sensitivity of these cells to erastin. High-dose vitamin C (0.1-100 mM) has been demonstrated to enhance lipid peroxidation against cancer cells by GSH consumption and iron-mediated ROS generation [19]. Vitamin C can also effectively provide electrons to Fe^3+^ to regenerate Fe^2+^. This could trigger ferroptosis by increasing ferrous iron levels in colorectal cancer cells and promote the lethal metabolic cell death program induced by ATP depletion and oxidative stress when it is combined with cetuximab [20]. In addition, vitamin C could sensitize cancer cells to radiation therapy and chemotherapy and ameliorate normal tissue injury during tumor therapy [21, 22]. Therefore, we hypothesize that the strategy of combining classical and nonclassical models could increase the sensitivity of PC cells to ferroptosis while limiting side effects.

The present study showed that PaTu8988 and BxpC3 were insensitive to erastin-induced ferroptosis and that erastin exhibited cytotoxicity against normal pancreatic cells and MEFs. Specifically, we further demonstrated that vitamin C treatment synergistically with erastin not only promoted the sensitivity of PC cells to ferroptosis but also protected normal pancreatic cells and MEFs from erastin-induced ferroptosis. Additionally, we proved that combination treatment with vitamin C and erastin consumed intracellular GSH and led to ferrous iron accumulation by regulating the AMPK/NRF2/HMOX1 pathway to promote ferroptosis in PC cells. Our study develops a potential therapeutic strategy for PC patients via vitamin C- and erastin-induced ferroptosis.

## 2. Materials and Methods

### 2.1. Cell Lines and Cell Culture

The human pancreatic cancer cell lines PaTu8988, BxPC3, and PANC1; mouse embryonic fibroblasts (MEFs); and the mouse pancreatic cancer cell line Panc02 were obtained from Shanghai Institutes for Biological Sciences (CAS), and the immortalized pancreatic ductal epithelial cell line H6C7 was obtained from the American Type Culture Collection. All cells were tested and authenticated by short tandem repeat DNA typing analysis. BxPC3, H6C7, and Panc02 cells were cultured in RPMI-1640 medium (HyClone, Beijing, China); PANC1, PaTu8988, and MEF cells were cultured in DMEM (HyClone, Beijing, China). All media were supplemented with 10% fetal bovine serum (Gibco, Carlsbad, CA, USA), 100 units/ml penicillin, and 100 mg/ml streptomycin (Solarbio, Beijing, China). Cells were cultured in a humidified 5% CO_2_ incubator at 37°C.

### 2.2. Plasmid Construction

The GLUT1 shRNA 1-3 oligos produced from Shanghai (China) were first annealed into double strands and then cloned into the GV248-puro vector. The GLUT1 shRNA clones used in this study are described in Table S1.

### 2.3. Cell Counting Kit-8 (CCK-8) Proliferation Assay

Cells (3 × 10^3^) were seeded into a 96-well culture plate and treated with erastin (HY-15763, MedChemExpress) and/or vitamin C with or without deferoxamine (DFO; D9533, Sigma–Aldrich) for 24 h. To assess the efficiency of cell proliferation, Cell Counting Kit-8 (CCK8, A311-01/02, Vazyme) was used according to the manufacturer's protocol. The absorbance value (OD) was measured with a microplate reader at 450 nm.

### 2.4. Glutathione (GSH) Assay

We used a reduced glutathione (GSH) assay kit (A006-2-1, Nanjing Jiancheng Bioengineering Institute) to measure intracellular GSH levels. Cells (3 × 10^5^) were seeded into a 6-well plate with erastin and/or vitamin C for 24 h. The cells were harvested, and 0.3 ml PBS was added to the homogenization medium. Next, we took 100 *μ*l supernatant for determination and generated a standard curve of GSH concentration. The plate was incubated for 5 min after mixing the sample and reagents, and the absorbance value was measured at 405 nm. Then, the exact GSH concentration of different cell lines was calculated based on the GSH standard curve following the manufacturer's instructions.

### 2.5. Lipid Peroxidation Assay

BODIPY 581/591 C11 dye (Invitrogen, D3861) was used to assay the lipid peroxidation level of cells according to the manufacturer's instructions. Briefly, cells were cultured in a 6-well plate containing 2 *μ*M BODIPY 581/591 C11 dye, washed with PBS, and trypsinized after incubating for 30 minutes at 37°C. Then, the lipid peroxidation level was measured by flow cytometry as shown in the figures. According to the manufacturer's instructions, the MDA concentration in cell or tumor lysates was detected by a malondialdehyde (MDA) assay kit (A003-1-2, Nanjing Jiancheng Bioengineering Institute).

### 2.6. Iron Assay

For intracellular iron detection, an iron assay kit (MAK025-1KT, Sigma–Aldrich) and BioTracker 575 Red Fe^2+^ Dye (SCT030, Sigma–Aldrich) were used following the manufacturer's instructions.

### 2.7. RNA Sequencing

BxPC3 cells (3 × 10^5^) were seeded into a 6-well culture plate and treated with erastin and/or vitamin C for 48 h. Cells were washed with cold PBS twice, and total RNA was isolated using RNAiso Plus (Takara) following the manufacturer's protocol. After verifying its concentration and integrity, the qualified RNA samples were subjected to PCR amplification to construct a cDNA library. Cluster generation and sequencing were performed on a NovaSeq 6000 S4 platform using a NovaSeq 6000 S4 Reagent kit V1.5. To guarantee the data quality that was used for analysis, the useful PerlScript was used to filter the original data to remove low-quality sequences. The reference genomes and the annotation file were downloaded from the ENSEMBL database (http://www.ensembl.org/index.html).

### 2.8. qRT–PCR

Total RNA was isolated using RNAiso Plus (Takara) following the manufacturer's protocol. A RevertAid First-Strand cDNA Synthesis Kit (Thermo Fisher Scientific) was used for reverse transcription according to the manufacturer's recommendations. SYBR green-based real-time PCR was then performed in triplicate using SYBR Green Master Mix (Vazyme), and *β*-actin was used as the internal control. The primers for qRT–PCR are shown in Table S2.

### 2.9. Western Blotting

The Western blotting assay was performed as described previously [23]. The antibodies used were rabbit anti-GPX4 (Abcam, ab125066), rabbit anti-SLC7A11 (CST, 12691S), rabbit anti-*β*-tubulin (CST, 6181S), rabbit anti-CP (ABclonal, A20229), rabbit anti-HMOX1 (Abcam, ab172730), rabbit anti-NRF2 (Proteintech, 16396-1-AP), rabbit anti-NCOA4 (Abcam, ab86707), rabbit anti-phospho-AMPK*α* (Thr172) (CST, 2535S), rabbit anti-AMPK*α* (CST, 5831S), and rabbit anti-FTH1 (CST, 4393S).

### 2.10. Preparation of Nuclear and Cytoplasmic Protein Extracts

The nuclear and cytoplasmic protein extracts were prepared by a Nuclear Protein Extraction Kit (R0050, Solarbio, China) according to the manufacturer's instructions. The cytoplasmic extract and the nuclear extract were collected and stored at -80°C until use.

### 2.11. Immunofluorescence Analysis

For immunofluorescence, cells were plated on coverslips in 24-well plates for 48 h. After washing twice with PBS, cells were fixed in ice-cold 3% paraformaldehyde for 30 min at room temperature and then blocked with 3% BSA for 1 h. After rewarming for 1 h, the cells were incubated with specific secondary antibodies for 2 h at 37°C in the dark. Cells were stained with DAPI (1 *μ*g/ml, Pierce, IL, USA) for 5 min at room temperature after washing three times with PBS. Fluorescence images were taken with a confocal microscope (DeltaVision Elite, GE Healthcare).

### 2.12. Xenograft Tumor Models

All animal experiments were approved by the Ethics Committee of Jiangsu University. To investigate the role of the combination of erastin and vitamin C in inducing ferroptosis, Panc02 cells (1 × 10^5^ cells/site) were transfected and subcutaneously injected into 4-week-old C57BL/6 mice to generate xenografts. When the tumors reached a volume of 50-100 mm^3^, the mice were randomly divided into four groups (five mice per group) and treated with DMSO (control), imidazole ketone erastin (IKE, MedChemExpress), vitamin C, or a combination of erastin and vitamin C. Mice were treated with 80 *μ*l (400 *μ*M) erastin by intratumoral injection and/or 4 g/kg vitamin C by intraperitoneal injection every 2 days. The tumor size was measured every 2 days after injection until the endpoint at day 14 and calculated with the following formula: length × (width^2^)/2. The hearts, lungs, spleens, kidneys, and liver were fixed with 4% paraformaldehyde for hematoxylin and eosin staining.

### 2.13. Hematoxylin–Eosin (H&E) Staining

Paraffin-embedded tissues were sectioned for hematoxylin–eosin (H&E) staining assays. The thickness of the sections was 5 *μ*M. The histopathological changes in the sections were viewed under an Olympus microscope (BX51).

### 2.14. Statistical Analysis

All data are presented as the mean ± s.d. from at least three independent experiments. Comparisons between groups were analyzed using Student's *t* test (two groups) or one-way ANOVA (multiple groups) using GraphPad Prism 5 software. *P* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Vitamin C Induces Cytotoxicity in PC Cells but Not in Normal Pancreatic Ductal Epithelial Cells or Mouse Embryonic Fibroblasts

To study the sensitivity of erastin on the proliferation of different PC cell lines, we treated PC cell lines (PANC1, PaTu8988, and BxpC3) with different concentrations of erastin for 24 h and assessed cell viability via CCK-8 assay. The results showed that PANC1 cells were sensitive to erastin, while PaTu8988 and BxpC3 cells were insensitive to erastin-induced ferroptosis (Figure S1A). Considering that vitamin C exerts a high capacity in cancer therapy, we wondered whether vitamin C combined with erastin could increase the sensitivity of PC cells to ferroptosis. To explore the potential cytotoxicity of vitamin C against different cell lines, we first analyzed the viability of PaTu8988, BxPC3, PANC1, H6C7, and MEF cells via a CCK-8 assay. The results indicated that vitamin C induced cell death in a dose-dependent manner in PaTu8988, BxPC3, and PANC1 cells without affecting H6C7 and MEF cells (Figure 1(a)). To further determine the detailed mechanism of vitamin C-mediated cytotoxicity, various pharmacological inhibitors were used to identify the type of cell death, including ferroptosis, apoptosis, and necroptosis inhibitors (DFO, ZVAD, and Nec-1, respectively). Vitamin C-induced cell death was significantly restored by DFO but not by ZVAD or Nec-1 (Figures 1(b) and S1B). To explore ferroptosis induced by vitamin C, we measured the levels of GSH, which plays an essential role in repairing oxidative damage. As demonstrated in Figures 1(c) and S1C, vitamin C significantly decreased GSH levels in PaTu8988 and BxPC3 cells, while the iron chelator deferoxamine (DFO) treatment could rescue the decreased GSH level caused by vitamin C. Meanwhile, we checked the lipid ROS level by BODIPY 581/591 C11 fluoroprobe, and the results demonstrated that vitamin C increased the cellular lipid ROS production in PaTu8988 and BxPC3 cells but not in H6C7 and MEF cells (Figures 1(d)–1(f) and S1D). DFO effectively inhibited the ROS generation caused by vitamin C. The results further verified that vitamin C could induce ferroptosis in PC cells by producing excessive intracellular ROS.

### 3.2. Vitamin C Selectively Kills Pancreatic Cancer Cells via GLUT1

A growing number of studies during the past decade have demonstrated that pharmacological concentrations of vitamin C are effective in killing cancer cells *in vitro* and slowing tumor growth *in vivo* [24, 25]. However, the mechanism by which cancer cells are sensitive to vitamin C while normal cells remain resistant is unclear and requires further study. Unless reducing agents are added, vitamin C is oxidized to dehydroascorbic acid (DHA) in cell culture media [26]. Unlike vitamin C, DHA is mainly transported via glucose-facilitated transporters (GLUTs), mainly GLUT1, into the cells, reducing to vitamin C at the expense of redox balance disruption and impaired cell viability [27, 28]. Overexpressing GLUT1 in KRAS and BRAF mutant cells reportedly results in massive DHA uptake, ultimately leading to ROS production and cancer cell death [29]. To explore the mechanism by which vitamin C selectively attacks PC cells, we first analyzed the expression of GLUT1 in PC tissues with The Cancer Genome Atlas (TCGA) database. We found that GLUT1 was highly expressed in PC tumor specimens compared with normal tissues, and it was a negative prognostic factor for PC overall survival (Figures 2(a) and 2(b)). We measured GLUT1 mRNA levels in H6C7 cells, MEFs, and three different PC cell lines by qPCR. The results indicated that GLUT1 levels were significantly higher in PC cell lines than in H6C7 and MEF cells (Figure 2(c)). Next, we tested the relative protein levels of GLUT1 in H6C7 cells, MEFs, and PC cell lines using Western blotting. As shown in Figure 2(d), the GLUT1 protein level was the highest in BxPC3 cells, followed by PaTu8988 and PANC-1 cells, and the lowest in H6C7 and MEFs cells (Figure 2(d)). STF31, a GLUT1-specific inhibitor, significantly alleviated the decline in cell death caused by vitamin C in PaTu8988 and BxPC3 cells (Figure 2(e)). In addition, we transfected sh-GLUT1 or sh-CON into PaTu8988 and BxPC3 cells to examine GLUT1 expression. Compared with the sh-CON group in PaTu8988 and BxPC3 cells, GLUT1 protein and mRNA levels were decreased in sh-GLUT1 cells (Figures S2A–D). The cell viability analysis indicated that vitamin C-induced cell death was inhibited in GLUT1-silenced PC cells (Figure 2(f)). GLUT1-OE or CON plasmids were transfected into H6C7 and PANC1 cells, and the GLUT1 protein levels significantly increased (Figures S2E and F). The cell viability analysis showed that GLUT1 overexpression enhanced the toxicity of vitamin C in H6C7 and PANC1 cells (Figures S2G and H). These findings might explain why vitamin C could selectively kill PC cells rather than normal pancreatic cells.

### 3.3. The Combination of Erastin and Vitamin C Inhibits Proliferation in PC Cells

To investigate the synergistic effects of erastin and vitamin C on cell proliferation, a CCK-8 assay was performed. As expected, treatment with either erastin or vitamin C moderately inhibited cell viability, while combined treatment with erastin and vitamin C significantly reduced PC cell proliferation, suggesting that the combination treatment could greatly disrupt PC growth (Figure 3(a)). Under microscopy, the synergistic effect of cytotoxicity was also confirmed by the morphological changes in PaTu8988 and BxPC3 cells (Figures S3A and B). GSH depletion leads to the accumulation of ROS, which triggers lipid peroxidation to generate end products such as MDA and consequently ferroptosis. To further investigate the synergetic effect of erastin and vitamin C-induced ferroptosis, the levels of GSH, MDA, and lipid ROS production were measured. The GSH levels were decreased in PaTu8988 and BxPC3 cells treated with erastin or vitamin C for 24 h, and this reduction was exacerbated by combination treatment with erastin and vitamin C (Figure 3(b)). In addition, erastin or vitamin C could lead to MDA and lipid ROS accumulation in PaTu8988 and BxPC3 cells compared with the control group, while the generation of MDA and lipid ROS was obviously increased by cotreatment with erastin and vitamin C (Figures 3(c)C and 3(d) and S3C–D).

### 3.4. Vitamin C Inhibits Erastin-Induced Ferroptosis in Normal Pancreatic Cells and Mouse Embryonic Fibroblasts

Given that erastin could trigger ferroptosis in murine pancreatic *β* cells and worsen insulin secretion by pancreatic *β* cells in type 2 diabetes [30, 31], we then investigated whether erastin is cytotoxic to normal human pancreatic cells. We treated H6C7 cells with 0, 10, 20, or 30 *μ*M erastin for 24 h, and we also repeated this experiment in MEFs. The CCK-8 assay showed that erastin inhibited the growth of H6C7 cells and MEFs in a dose-dependent manner, suggesting that high-dose erastin may be cytotoxic to normal cells (Figure 4(a)). A significant amount of clinical data consistently show that vitamin C treatment could simultaneously act as a sensitizing agent of cancer cells to chemoradiation and function as a protectant of normal tissues from chemoradiation [32]. Given the synergistic effect of erastin with vitamin C-induced ferroptosis, we speculated whether vitamin C combined with erastin would protect normal cells from ferroptosis. To verify our hypothesis, we first performed CCK-8 assays to analyze the proliferative capacity of H6C7 cells and MEFs. The results showed that vitamin C rescued the cell death of H6C7 and MEF cells caused by erastin (Figure 4(b)). This was further confirmed by the morphological changes in H6C7 cells and MEFs (Figures S4A and B). In addition, a higher GSH elevation and lower MDA and lipid ROS generation were observed in the cells treated with the combination of erastin and vitamin C than in the cells treated with erastin alone (Figures 4(c) and S4C–F). These results indicated that vitamin C could protect H6C7 cells and MEFs from erastin-induced ferroptosis.

### 3.5. Combined Treatment with Erastin and Vitamin C Synergistically Increases Intracellular Ferrous Iron by Regulating the AMPK/NRF2/HMOX1 Axis

However, the mechanism of the synergistic effect of erastin and vitamin C on ferroptosis induction is still unclear. As a major hallmark of ferroptosis, an accumulated labile iron pool (LIP), mainly in the form of ferrous iron (Fe^2+^), can promote lipid peroxidation and catalyze the decomposition of H_2_O_2_ to generate highly reactive hydroxyl radicals (^·^OH) through the Fenton reaction to aggravate intracellular ROS formation and induce ferroptosis. Indeed, vitamin C can function as a prooxidant agent in the presence of Fe^2+^, and it can also provide electrons to ferric iron (Fe^3+^, oxidized) to regenerate Fe^2+^ (reduced), resulting in a positive feedback loop to contribute to cell death. To examine whether the synergistic effect of erastin and vitamin C is due to the increase in LIP, we assessed the intracellular ferrous iron level in PC cells treated with erastin and vitamin C. Compared with erastin or vitamin C treatment alone, LIP levels were apparently elevated in Patu8988 and BxPC3 cell lines under treatment with erastin and vitamin C (Figures 5(a) and 5(b)). The selective fluorescence imaging probe BioTracker 575 Red Fe^2+^ Dye further confirmed that erastin combined with vitamin C significantly upregulated LIP accumulation in PC cells (Figures 5(c) and 5(d)). 

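RNA of BxPC3, an established line of human pancreatic ductal adenocarcinoma cells, was sequenced after culture with DMSO (the solvent control), erastin (an inhibitor of the cystine/glutamate antiporter whose light chain is SLC7A11), vitamin C, or both compounds. There were 13 libraries: DMSO 1 to 4, erastin 2 to 4, vitamin C 1 to 3 and cotreatment 1 to 3. Figure 5(e) shows DMSO 1 to 3, and DMSO 4 appears in no figure. The paper gives no reason for leaving it out. Values are therefore given with DMSO 1 to 3, and then with all 4 DMSO libraries. The statistics section gives at least 3 independent experiments for all data, without naming the sequenced libraries of a group. The doses used for the sequenced cultures are not given. The authors counted reads per gene and deposited FPKM, that is, reads scaled to the gene's length and to the counted reads of the library, for 36394 genes. Library totals, read back from the steps between FPKM values, were 15045681 to 17830009 counted reads (median 16594035), and the group medians were 16430060.5 for DMSO, 16758159 for erastin, 16594035 for vitamin C and 17053091 for the cotreatment. Small differences in weakly expressed genes, which held few reads, were not detectable at this depth. FPKM values were raised by 0.5, log2 transformed and compared with limma in 1 fit of the 4 groups, for genes with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjustment and a threshold of 0.05. The added 0.5 makes fold changes of weakly expressed genes smaller than the ratio of their FPKM values. Gene groups were compared with camera, which asks whether the genes of a list move further one way than all other genes tested. There were 29 lists. Whether counting used the strand of the reads is not stated, so antisense and overlapping genes, and near-identical gene copies, are uncertain.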

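In BxPC3 cells with erastin and vitamin C, genes of the antioxidant response were higher and genes of hypoxia and of collagen were lower than in the DMSO treatment group. Of 28 tested targets of NRF2, the transcription factor of the antioxidant response, 24 rose, none fell and 4 did not pass the test (24 rose when adjusted over the list alone), with a median log2 fold change of 0.86. GCLM, a subunit of the enzyme that begins glutathione synthesis, went from 11.2 ± 0.33 to 27.7 ± 1.40 FPKM (SD, n = 3 each; log2 fold change 1.27, standard error 0.09, limma adjusted p = 0.000103), and the aldo-keto reductases AKR1C1 and AKR1C2, near-identical paralogs whose reads counting can split, rose by 2.33 (standard error 0.18) and 2.23 (0.20). Of 31 tested targets of the hypoxia-inducible factors, 14 fell, none rose and 17 did not pass (18 fell when adjusted over the list alone), with a median of −0.38. The carbonic anhydrase CA9 went from 3.86 ± 1.23 to 0.209 ± 0.16 FPKM, which is 67 to 129 reads against 1 to 10 (−2.60, standard error 0.26), and EGLN3, a prolyl hydroxylase of these factors, from 15.1 ± 2.86 to 3.26 ± 0.34 (−2.04, standard error 0.19). Of 15 collagens and enzymes that hydroxylate or cross-link them, 2 of which are also among the hypoxia genes, 10 fell, none rose and 5 did not pass (13 fell when adjusted over the list alone), with a median of −0.60. Examples were COL5A1 (−1.44), COL17A1 (−0.82) and the prolyl hydroxylase P4HA1 (−1.16). Of 32 interferon-stimulated genes, 13 rose, none fell and 19 did not pass (16 rose and 2 fell when adjusted over the list alone), with a median of 0.33. HERC5, which attaches the ubiquitin-like ISG15 to proteins, rose by 1.48 (standard error 0.08), IFIT2 by 1.62 (0.13) and OASL by 1.57 (0.13). Among the 20 protein-coding genes with the largest changes were also SP6, a transcription factor (1.78), RAET1L, a ligand of the receptor NKG2D (1.91), and TNNI2, a troponin subunit (−2.82).
By camera, the adjusted p was 1.46e-21 for NRF2 targets, 1.59e-14 for hypoxia genes, 2.51e-14 for collagens and 2.69e-05 for interferon-stimulated genes. With an estimated correlation, the adjusted p was 0.0179, 0.0246, 0.0357 and 0.464, so the call of the interferon-stimulated genes was lost. The cotreated and all 4 DMSO libraries were also regrouped. The smallest camera p of the wrong groupings was 4.22e-21, 4.68e-15, 3.66e-12 and 1.1e-12, against 1.14e-20, 9.86e-17, 2.39e-16 and 9.03e-07 for the real one. The size of the camera p at the preset correlation is thus no measure of certainty. Over all 4 DMSO libraries, 23 NRF2 targets and 16 interferon-stimulated genes rose, and 17 hypoxia genes and 11 collagen genes fell (25, 17, 21 and 13 when adjusted over the list alone, with 1 interferon-stimulated gene lower). DMSO 4 itself lay at 0.17 for the NRF2 targets, −0.33 for the interferon-stimulated genes, 0.12 for the hypoxia genes and 0.096 for the collagens, on the axis of the plot. In all, 1013 of 14376 genes tested were higher and 618 lower (95 and 116 of them by at least 1 on the log2 scale), and with all 4 DMSO libraries 1516 and 803 of 14351 (98 and 120). The paper's statistics section gives a general test and a threshold on P, and Figure 5(f) draws threshold lines, without naming either for its counts of genes. The share of higher genes among those called was 62.1%, but 49.5% after quantile normalization (678 higher, 691 lower) and 49.9% after a correction for GC content and length chosen after the data were seen (864 higher, 868 lower). The total of 1631 fell to 725 without cotreatment 1, 1018 without cotreatment 3, 550 higher and 382 lower without DMSO 1, 950 and 992 without DMSO 2 and DMSO 3, 1004 without the filter and 822 in a fit of these 6 libraries alone, and rose to 2709 with the replicate number as a block and all 4 DMSO libraries.

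**Figure D1:**
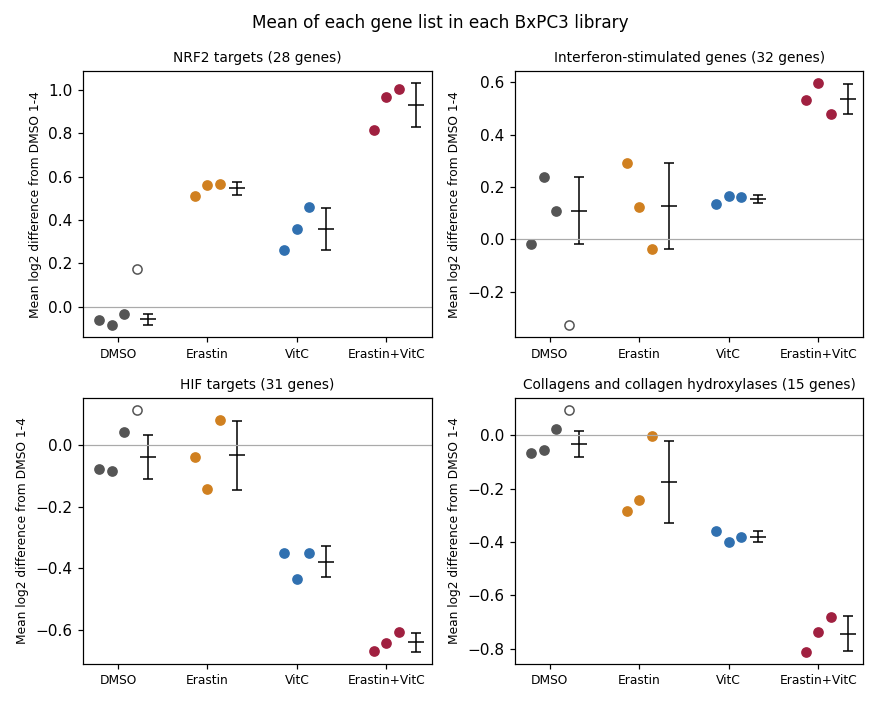
Each panel shows 1 gene list (NRF2 targets, interferon-stimulated genes, HIF targets, and collagens with their hydroxylases), with the mean log2 difference of its genes from the mean of DMSO 1 to 4 on the y axis and 1 circle per library by treatment on the x axis. The open circle is DMSO 4, and bars give the mean ± SD of each group without it.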

To further explore the potential molecular mechanisms, RNA sequencing (RNA-seq) analysis was performed to analyze the gene expression changes in BxPC3 cells treated with erastin and vitamin C. The heat map analysis of differentially expressed genes revealed that 288 genes were upregulated and 644 genes were downregulated in the erastin and vitamin C treatment groups compared with the DMSO treatment group (Figure 5(e)). 

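The genes that the study lists for the cotreatment against DMSO are given by Ensembl gene ID, and all of these IDs are in the table of FPKM values. HMOX1 and CP are on the list and FTH1 is not. Of the lists set beforehand, 10 of the NRF2 targets, 9 of the HIF targets, 8 of the collagen genes, 7 each of the NF-kB and inflammatory, squamous and keratin, and ductal and mucin genes, and 6 of the interferon-stimulated genes are on it, and 4 or fewer of each other list. By biotype, 638 of the listed genes are protein coding, 215 are long noncoding RNAs and 24 are processed pseudogenes, whose reads can be shared with the parent gene. The mean of the cotreated libraries was above that of DMSO 1 to 3 for 288 of the listed genes and below it for 644, and the same numbers held with all 4 DMSO libraries. The study chose these genes on these samples, so their direction is not independent evidence.
Many of the listed genes were weakly expressed. Of them, 493 (52.9%) had a mean under 0.5 FPKM and were not tested, the median was 0.452 FPKM, and 274 had a mean under 10 reads per library. Of the 439 tested with limma, 317 passed (121 higher and 196 lower), 187 of them with a log2 change of at least 1, among 211 such genes in the whole table. With all 4 DMSO libraries, 364 of 441 passed (132 higher and 232 lower), and 205 of 218 such changes were on the list. Without the filter on low values, all listed genes were tested and 284 passed (116 higher and 168 lower).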

Expanded lists of differentially expressed genes are provided in Supplementary Table S3. We focused on the genes related to iron metabolism for downstream studies, including HMOX1, CP, and FTH1 (Figure 5(f)).

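HMOX1, FTH1 and the ferritin light chain FTL were higher in cells treated with erastin and vitamin C than in DMSO 1 to 3, whereas the lower level of CP did not pass the test with these libraries (coordinates on GRCh38). HMOX1 (ENSG00000100292, chromosome 22, 35380361 to 35394207, plus strand) encodes heme oxygenase 1, which releases iron from heme. It went from 1.54 ± 0.38 to 3.94 ± 0.22 FPKM (SD, n = 3 each), that is, from 43 to 73 reads per library to 148 to 158 (log2 fold change 1.14, standard error 0.17, limma adjusted p = 0.00234). FTH1 (ENSG00000167996, chromosome 11, 61959718 to 61967634, minus strand) encodes the ferritin heavy chain, which stores iron. It went from 12.2 ± 4.15 to 90.1 ± 39.7 FPKM (2.78, standard error 0.60, adjusted p = 0.015), with 248, 476 and 484 reads in DMSO 1 to 3 and 3601, 4119 and 1480 in the cotreated libraries. CP (ENSG00000047457, chromosome 3, 149162410 to 149221829, minus strand) encodes ceruloplasmin, a ferroxidase. It was at 6.34 ± 3.21 FPKM in DMSO 1 to 3 and 2.53 ± 1.15 in the cotreated cells (−1.15, standard error 0.41, adjusted p = 0.0913), and each cotreated library lay below each DMSO library. FTL (ENSG00000087086, chromosome 19, 48965309 to 48966879, plus strand), which the paper does not name here, went from 1649 ± 193 to 4066 ± 411 FPKM (1.303, standard error 0.11, adjusted p = 0.000174).
DMSO 4 held 1.497 FPKM of HMOX1, 80.0 of FTH1 (2608 reads), 8.83 of CP and 1796 of FTL. With all 4 DMSO libraries (means ± SD 1.53 ± 0.31, 29.1 ± 34.1, 6.96 ± 2.90 and 1686 ± 174 FPKM), HMOX1 was higher by 1.14 (adjusted p = 0.00061) and FTL by 1.27 (4.57e-05), CP was lower by the test (−1.29, adjusted p = 0.0367), and FTH1 did not pass (2.10, adjusted p = 0.0755). The call of FTH1 was also lost without DMSO 1 (adjusted p = 0.055), without cotreatment 1 (0.06) and without the filter (0.0513), with a range of 0.00292 to 0.106 over the alternatives, and its reads can be shared with 15 FTH1 pseudogenes of the table. CP passed with the replicate number as a block (adjusted p = 0.00452, with a range of 0.00169 to 0.292 over the alternatives). The paper, which had measured a higher LIP in cotreated cells, took genes of iron metabolism for its downstream studies.

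**Figure D2:**
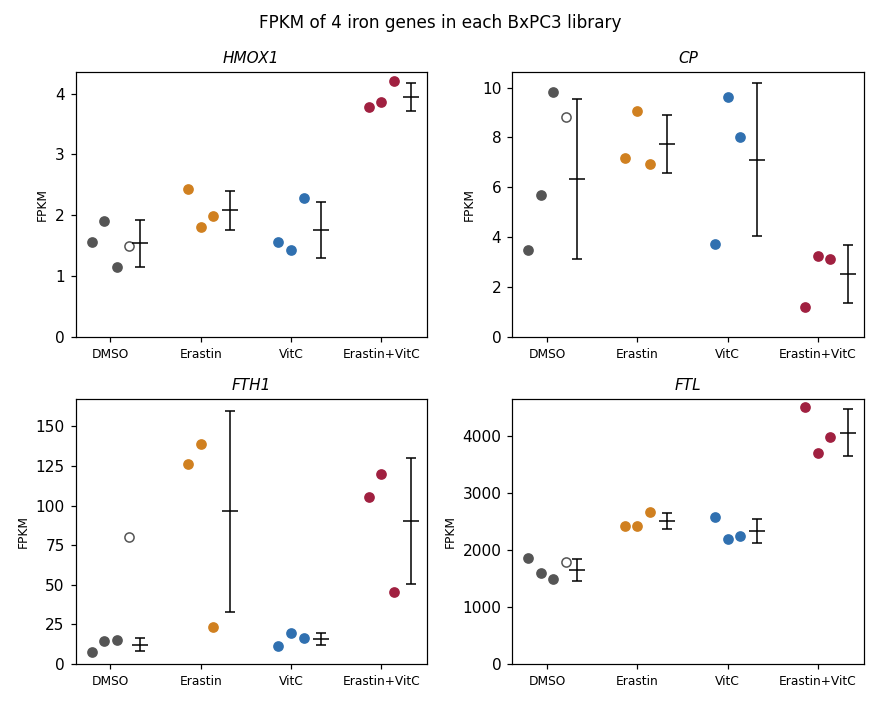
FPKM of HMOX1, CP, FTH1 and FTL on the y axis, 1 panel per gene, with 1 circle per library by treatment on the x axis. The open circle is DMSO 4, and bars give the mean ± SD of each group without it.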

To verify the RNA-sequencing data, we determined the expression of these genes by qPCR and Western blotting. Consistent with the results of RNA sequencing, the mRNA levels of HMOX1 and FTH1 were significantly increased, while CP expression was decreased in PaTu8988 and BxPC3 cells after cotreatment with erastin and vitamin C (Figures 6(a) and 6(b)). Western blotting showed that erastin and vitamin C cotreatment increased HMOX1, FTH1, NCOA4, and phospho-AMPK levels without affecting CP in PaTu8988 and BxPC3 cells, as shown in Figures 6(c) and 6(d). NCOA4, which is required for the delivery of ferritin into the lysosome, leads to iron release [33]. This might be the reason why FTH1 expression in the cotreatment group did not show a significant difference from that in the erastin- or vitamin C-treated group. Elevated ROS levels result in the activation of AMPK and can facilitate the nuclear accumulation of NRF2 [34, 35]. As a transcription factor, NRF2 nuclear translocation transactivates its target genes, especially HMOX1. To analyze the cellular location of NRF2, we performed nuclear/cytoplasmic extraction and immunofluorescence. The results showed that NRF2 translocation into the nucleus was observed in the erastin and vitamin C combination-treated group (Figures 6(e) and 6(f) and S5A–B). These results suggested that the AMPK/NRF2/HMOX1 signaling pathway was activated with cotreatment with erastin and vitamin C.

### 3.6. Erastin and Vitamin C Treatment Inhibited Tumor Growth In Vivo

In addition to the direct antitumor effect of vitamin C at high doses, recent studies have shown that the effect of vitamin C on immune cells can mediate indirect antitumor effects [24, 36]. To determine the lethal effect of erastin and vitamin C on PC in vivo, we implanted Panc02 cells into C57BL/6 mice (5 mice in each group) followed by the cotreatment of erastin and/or vitamin C. We also treated Panc02 cells with different concentrations of erastin or vitamin C for 24 h and assessed cell viability via a CCK-8 assay. The results indicated that both erastin and vitamin C induced cell death in a dose-dependent manner in Panc02 cells (Figures S6A–B). In addition, combined treatment with erastin and vitamin C significantly reduced Panc02 cell proliferation (Figure S6C). Tumor growth was monitored from days 1 to 15 after treatment, and the results demonstrated that the xenograft tumors in the erastin and vitamin C combination-treated group were much smaller than those in either the erastin or vitamin C monotreated group (Figures 7(a) and 7(b)). Erastin and vitamin C treatment significantly suppressed tumor growth (Figure 7(c)). Among the groups, there was an insignificant difference in body weight (Figure 7(d)). In addition, erastin and vitamin C treatment also caused reduced the GSH level and increased the MDA and ferrous iron levels (Figures 7(e)–7(g)). H&E staining demonstrated that erastin and vitamin C did not damage the heart, liver, spleen, lungs, or kidneys at the given dose (Figure S7).

## 4. Discussion

The present study demonstrates that pharmacologic concentrations of vitamin C can selectively induce ferroptosis in PC cells but not normal pancreatic ductal epithelial cells or mouse embryonic fibroblasts. Importantly, high-dose vitamin C combined with erastin can synergistically suppress the proliferation of PC cells. At the same time, it inhibits the cytotoxicity of erastin to normal pancreatic ductal epithelial cells and mouse embryonic fibroblasts. DHA, the oxidized form of vitamin C, can be transported into PC cells expressing high levels of GLUT1, resulting in cell death. Furthermore, cotreatment with erastin and vitamin C upregulates HMOX1 expression through the AMPK/NRF2 pathway to increase the ferrous iron level. These results suggest that vitamin C can sensitize erastin-induced ferroptosis via GSH depletion and ferrous iron accumulation to exert antitumor effects in PC (Figure 7(h)).

Ferroptosis is a newly discovered type of regulated cell death that occurs in an iron-dependent manner and is characterized by the Fenton reaction catalyzed by LIP, increased ROS production, and lipid peroxidation [37, 38]. It can be triggered by various ferroptosis inducers, including erastin [13]. Unlike other ferroptosis inducers, erastin can trigger multiple molecules, including system Xc^−^, VDAC, and p53, to kill cancer cells efficiently, suggesting a promising future in tumor therapeutic strategies [39]. Due to irregular iron metabolism, lipid metabolism, and altered antioxidant defenses, different patterns of ferroptosis sensitivity have been observed in various types of cancer cells [40–42]. Previous studies have demonstrated that a variety of cancer cells are insensitive to erastin-induced ferroptosis. Our study also found that the PC cell lines PaTu8988 and BxpC3 are insensitive to erastin, and normal pancreatic cells can be affected by high-dose erastin. Therefore, it is imperative to develop novel therapeutics with more effective and less toxic therapies to sensitize cancer cells to erastin.

Numerous studies and clinical trials have demonstrated the safety and efficacy of pharmacological vitamin C as monotherapy or component of combination therapy in anticancer treatment over the past 50 years [43]. Cameron and Pauling found that vitamin C could protect against the spread of cancer cells by promoting the production of serum physiological hyaluronidase inhibitors in the early 1970s [44]. A high dose of vitamin C can act as a prooxidant to exert antitumor effects, and it is oxidized to DHA in the extracellular microenvironment. DHA is transported into the cell via GLUTs, and it can be rapidly reduced to vitamin C by decreasing GSH activity and NADPH and generating ROS [45]. This antitumour mechanism reminds us of ferroptosis, and we hypothesized that high-dose vitamin C could trigger ferroptosis in PC cells. In the present study, a high dose of vitamin C was observed to effectively suppress the proliferation of PC cells but not normal pancreatic ductal epithelial cells or mouse embryonic fibroblasts. Further experiments revealed that vitamin C could induce ferroptosis by GSH depletion and ROS generation in PC cells.

Some cancer cells are more sensitive to vitamin C, and this sensitivity is characterized by increased levels of labile ferrous iron, glycolysis addiction, and GLUT1 upregulation. To examine how vitamin C selectively induces cell death in PC cells, we first analyzed the expression of the main transporter of DHA-GLUT1 in PC tissues and cell lines. We found that GLUT1 is highly expressed in human PC tissues and cell lines, and its expression is positively correlated with poorer patient outcomes. GLUT1 knockdown can partly prevent cell death induced by vitamin C, suggesting that GLUT1 plays an essential role in vitamin C selectively inducing cell death in PC cells.

Given that vitamin C can sensitize cancer cells to tumor therapy and protect normal tissue, we investigated whether vitamin C combined with erastin synergistically induced PC cell death while limiting side effects. Indeed, the present study demonstrated that vitamin C acts synergistically with erastin to suppress the proliferation of PaTu8988 and BxPC3 cells accompanied by GSH depletion, excessive ROS generation, and lipid peroxide accumulation. In addition, vitamin C protects against erastin-induced ferroptosis in H6C7 cells and MEFs.

As an important factor in the formation of ROS, the iron redox cycle between ferrous iron (Fe^2+^, reduced) and ferric iron (Fe^3+^, oxidized) plays a vital role in the sensitivity of cells to ferroptosis. Excessive ferrous iron can directly catalyze the decomposition of H_2_O_2_ to generate hydroxyl radicals (^·^OH) through the Fenton reaction while accelerating ROS production and inducing ferroptosis. Vitamin C can effectively provide electrons to Fe^3+^ to regenerate Fe^2+^ to perpetuate this reaction, and a high dose of vitamin C can be fully oxidized to DHA in the presence of Fe^2+^, which generates extracellular H_2_O_2_ and forms a positive feedback loop to contribute to cell death. Additionally, extracellular H_2_O_2_ can diffuse into cancer cells and react with intracellular LIP to generate ^·^OH. In addition, DHA is transported into cancer cells via high expression of GLUT1 due to its structural similarity to glucose, and it can efficiently reduce vitamin C consuming GSH and NADPH, resulting in excess ROS production. Due to altered iron metabolism, cancer cells enriched with high labile iron levels (such as pancreatic cancer and breast cancer) are more sensitive to ferroptosis inducers [46, 47]. The results from our study suggested that erastin combined with vitamin C significantly depleted GSH and accelerated the accumulation of LIP in PaTu8988 and BxPC3 cells.

Many aspects of iron metabolism, including iron uptake, storage, utilization, and efflux, strictly control the sensitivity of ferroptosis in cancer cells. Thus, we hypothesized that regulators of iron metabolism might be altered after erastin and vitamin C treatment in PC cells. 

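Among 28 tested genes of iron uptake, storage, export and heme turnover, 5 were higher in the cotreatment group than in DMSO 1 to 3 (HMOX1, FTH1, FTL, LCN2 and SLC48A1), NCOA4 was lower and 22 did not pass the test (6 higher and 3 lower when adjusted over the list alone). LCN2, a lipocalin that binds iron-loaded siderophores, went from 1037 ± 60.5 to 1771 ± 140.0 FPKM (SD, n = 3 each; log2 fold change 0.77, standard error 0.12, limma adjusted p = 0.00346), and the heme transporter SLC48A1 from 4.79 ± 0.21 to 7.24 ± 0.33 (0.55, standard error 0.08, adjusted p = 0.00179). NCOA4 (ENSG00000266412, GRCh38 chromosome 10, 46005088 to 46030714, minus strand), the receptor that carries ferritin to lysosomes, went from 88.1 ± 5.86 to 65.9 ± 9.24 FPKM (−0.42, standard error 0.11, adjusted p = 0.0276). This is RNA, whereas the paper measured NCOA4 protein by Western blotting and found it higher. The RNA level does not test that result. Among 27 tested regulators of ferroptosis, 4 of which are also iron genes, AIFM2, a suppressor of ferroptosis that reduces coenzyme Q, rose by 1.22 (standard error 0.11, adjusted p = 0.000174). In this list 5 genes rose (with CHMP5, HMOX1, FTH1 and VDAC2), 2 fell (ALOX5 and NCOA4) and 20 did not pass (8 rose and 4 fell when adjusted over the list alone), where VDAC2 and ALOX5 were named after their values were seen. SLC7A11, the antiporter subunit that erastin inhibits, stood at 14.6 ± 8.69 and 24.3 ± 1.91 FPKM (0.86, standard error 0.40, adjusted p = 0.188), and the lipid peroxidase GPX4 at a log2 fold change of −0.07 (adjusted p = 0.719). Neither passed with either set of DMSO libraries.
As lists, neither the iron genes (median 0.12, camera adjusted p = 0.203) nor the ferroptosis regulators (median 0.094, adjusted p = 0.332) moved further one way than the other genes tested. Both lists mix genes of opposed roles, such as iron uptake and export, or the suppressor AIFM2 and NCOA4. A test for movement one way can therefore miss changes in them. Over all genes tested, 1631 of 14376 passed. With all 4 DMSO libraries, 5 of 27 iron genes rose, 3 fell and 19 did not pass (7 and 4 when adjusted over the list alone, list adjusted p = 0.342). FTH1 was not among those that rose, and its call was also lost in 4 other alternatives. Of the ferroptosis regulators, 7 rose and 3 fell (8 and 3 when adjusted over the list alone, list adjusted p = 0.443), and NCOA4 stood at −0.45 (adjusted p = 0.00961). DMSO 4 held 817.9 FPKM of LCN2, 4.95 of SLC48A1, 93.8 of NCOA4 and 12.3 of SLC7A11. The call of NCOA4 was lost without the filter (adjusted p = 0.0693), in a fit of these 6 libraries alone (0.0773), without DMSO 1, 2 or 3 (0.0528, 0.0618 and 0.0837) and without cotreatment 1 or 3 (0.0914 and 0.0527), where the alternatives ranged from 0.00564 to 0.0914.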

The RNA-seq analysis data in this study verified our hypothesis. 

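With erastin alone and with vitamin C alone, the level of HMOX1 did not differ from DMSO by the test. HMOX1 stood at 2.08 ± 0.32 FPKM with erastin and 1.76 ± 0.45 with vitamin C (SD, n = 3 each), and the lowest cotreated library (3.78 FPKM) lay above the highest library of the single treatments (2.44). Against DMSO 1 to 3, its log2 fold change was 0.35 with erastin (limma adjusted p = 0.58) and 0.15 with vitamin C (adjusted p = 0.843), each with a standard error of 0.17. With all 4 DMSO libraries, the adjusted p was 0.45 and 0.721. HMOX1 was higher in the cotreated cells than with vitamin C alone (0.99, adjusted p = 0.00792, and 0.00522 in the fit with DMSO 4). The difference from erastin alone (0.79) did not pass (adjusted p = 0.0539), but did in the fit with DMSO 4 (0.0416, with a range of 0.026 to 0.205 over the alternatives). The interaction of erastin and vitamin C, the part of the cotreated level beyond the sum of the single changes on the log2 scale, was 0.64 for HMOX1 (standard error 0.24, adjusted p = 0.635, and 0.606 with DMSO 4), so that a difference between the responses was not shown. NFE2L2, which encodes the transcription factor NRF2 that binds the HMOX1 enhancers, stood at a log2 fold change of −0.18 in the cotreated cells (adjusted p = 0.54), and passed in no alternative. The paper reports movement of NRF2 protein into the nucleus, which the level of this RNA does not test.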

We found that HMOX1 is upregulated in BxPC3 cells treated with erastin and vitamin C. Heme oxygenase-1 (HMOX1) degrades heme to generate biliverdin, carbon monoxide (CO), and ferrous iron. Erastin can induce HMOX1 expression, and HMOX1 overexpression also accelerates erastin-induced ferroptosis by increasing ferrous iron levels and lipid peroxidation [48, 49]. As the most important activator of HMOX1, nuclear factor erythropoietin-2-related factor 2 (NRF2) can also be involved in iron metabolism by regulating FTH1 and FPN [50, 51]. Activation of AMPK can mediate the nuclear accumulation of NRF2 and exert a positive influence on the NRF2/HMOX1 pathway [52]. We found that oxidative stress induced by erastin and vitamin C can enhance AMPK phosphorylation, NRF2 nuclear translocation, and HMOX1 expression to increase the labile iron level, while iron addition accelerates ferroptosis through the Fenton reaction. This result indicated that the combination of vitamin C and erastin might enhance ferroptosis via the AMPK/NRF2/HMOX1 pathway. FTH1 is the major intracellular iron storage protein that can convert Fe^2+^ to Fe^3+^, and nuclear receptor coactivator 4 (NCOA4) can recruit FTH1 for autophagic degradation and iron release, contributing to ferroptosis [53]. Our study revealed that FTH1 was significantly higher in the erastin-treated and cotreatment groups than in the control group, whereas FTH1 expression in the cotreatment group did not show a significant difference from that in the monotreated groups. However, we observed that the protein level of NCOA4 was upregulated in the erastin and vitamin C combination-treated group compared with the erastin or vitamin C monotreated group, which can deliver FTH1 into the lysosome to increase labile ferrous iron. This may explain why FTH1 expression in the erastin- and vitamin C-treated groups was not significantly different from that in the erastin- or vitamin C-treated group. Our study provides evidence that the combination of erastin and vitamin C mainly increases the levels of ferrous iron through the AMPK/NRF2/HMOX1 signaling pathway. Cotreatment with erastin and vitamin C also exhibited a synergistic effect in a pancreatic cancer xenograft model in mice.

Taken together, the data from the present study demonstrated that vitamin C could intensively sensitize erastin-induced ferroptosis in PC cells and significantly reduce its cytotoxicity in normal cells. In particular, combinatory treatment with erastin and vitamin C synergistically induced ferroptosis involving GSH depletion and accumulated ferrous iron. In short, cotreatment with erastin and vitamin C provides a novel therapeutic strategy for pancreatic cancer.

## Figures and Tables

**Figure 1:**
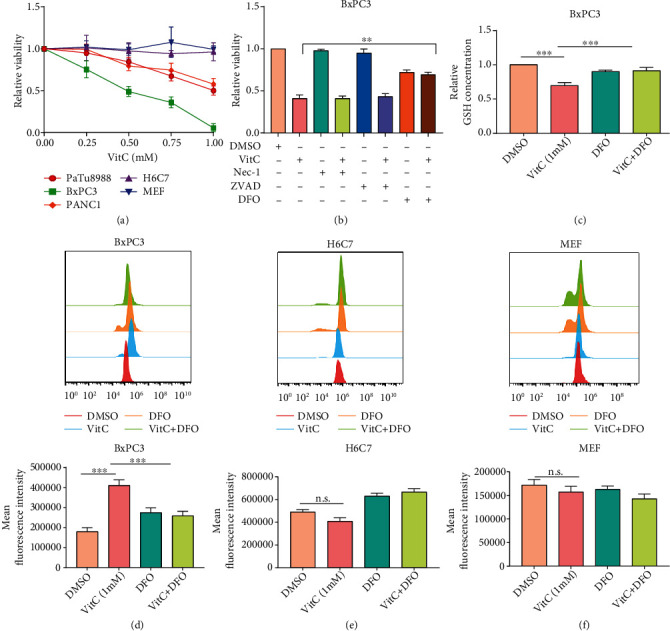
Vitamin C selectively induces ferroptosis in pancreatic cancer cells. (a) Cell viability was assessed by CCK-8 assay after treatment with various concentrations of vitamin C. (b) Cell viability was detected by CCK-8 assay after treatment with vitamin C with or without different cell death inhibitors. (c) GSH levels were measured in BxPC3 cells treated with vitamin C in the presence or absence of DFO. (d–f) Flow cytometry was performed to detect lipid ROS levels, and the quantification of fluorescence intensity is shown.

**Figure 2:**
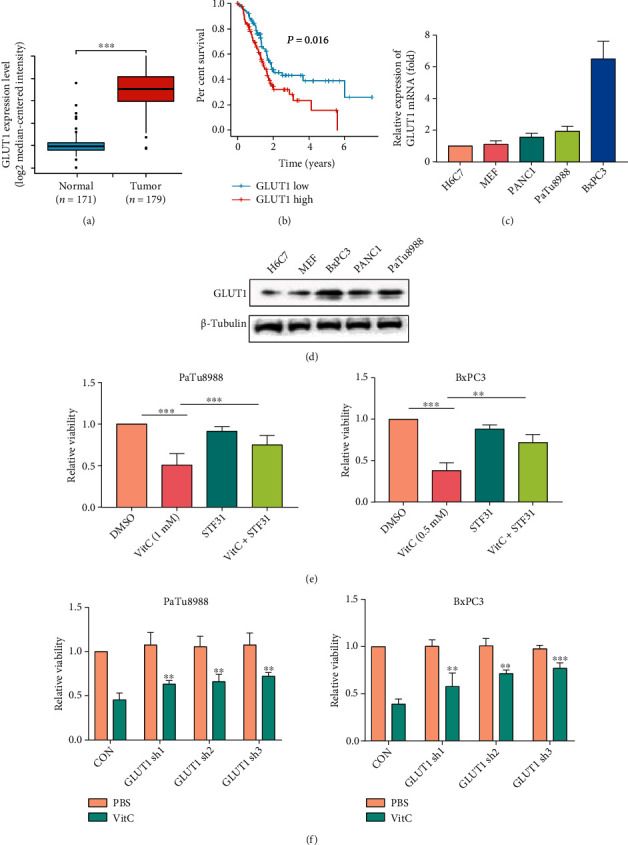
Vitamin C selectively kills pancreatic cancer cells via GLUT1. (a) TCGA database analysis showed that GLUT1 expression was higher in PC tumor tissues than in normal tissues. (b) The Kaplan–Meier survival curves indicated a significant correlation between high GLUT1 expression and low overall survival of PC patients (*P* = 0.016). (c, d) The relative expression of GLUT1 mRNA and protein in H6C7 cells, MEFs, and different PC cell lines. (e) Cell viability was detected by CCK-8 assay after treatment with vitamin C and/or STF-31. (f) Cell viability was detected in GLUT1-downregulated PaTu8988 and BxPC3 cells treated with vitamin C or not (^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001).

**Figure 3:**
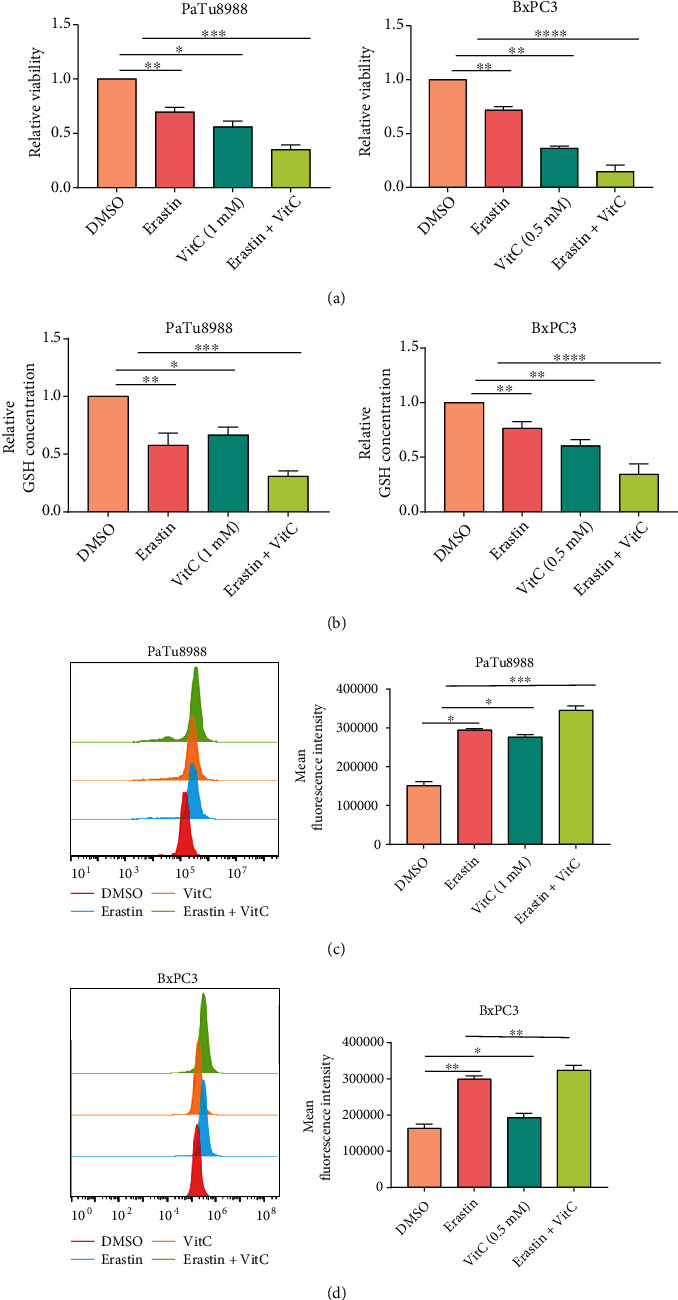
The synergistic effect after combination treatment with vitamin C and erastin. (a–d) PaTu8988 and BxPC3 cells were treated with a mono- or combination of erastin and vitamin C for 24 h. Cell viability (a), GSH level (b), and lipid ROS levels (c, d) were analyzed (^∗^*P* < 0.05, ^∗∗^*P* < 0.01, and ^∗∗∗^*P* < 0.001).

**Figure 4:**
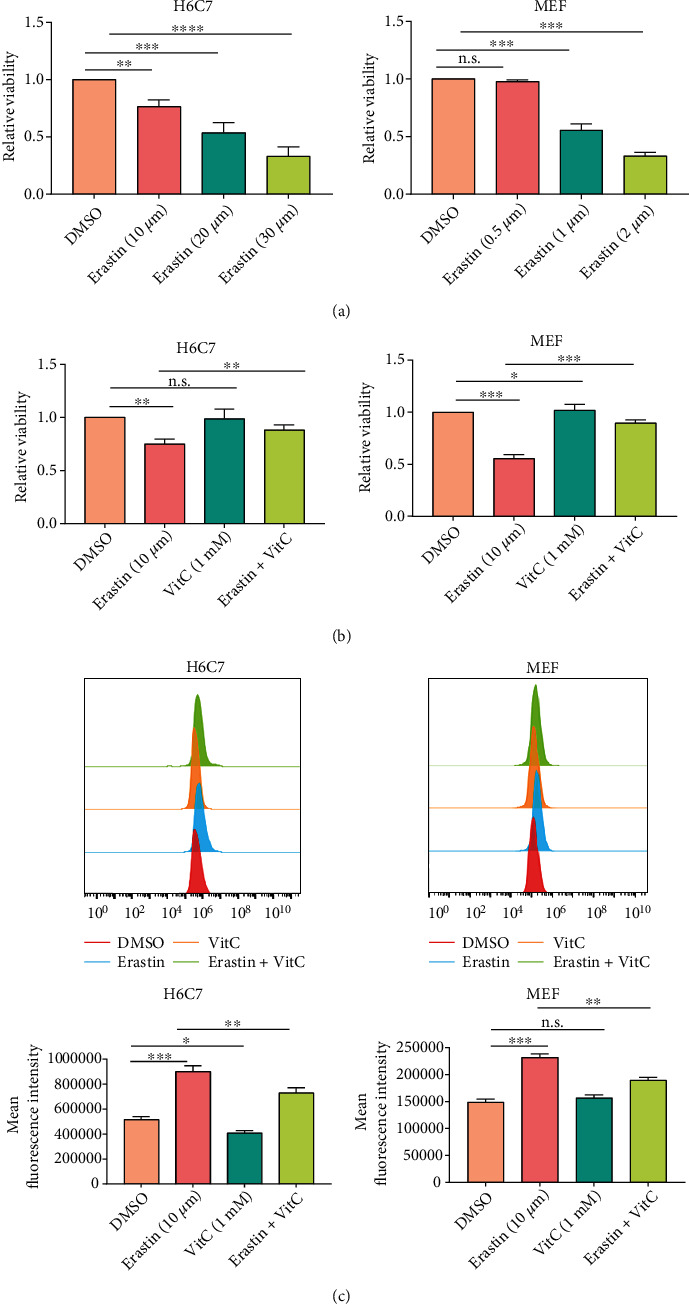
Vitamin C protected MEFs and H6C7 cells from erastin-induced ferroptosis. (a) Cell viability was assessed by CCK-8 assay after treatment with various concentrations of erastin. (b, c) H6C7 and MEF cells were treated with erastin, vitamin C, or a combination of both for 24 h. Cell viability (b) and lipid ROS levels (c) were analyzed (^∗^*P* < 0.05, ^∗∗^*P* < 0.01, and ^∗∗∗^*P* < 0.001).

**Figure 5:**
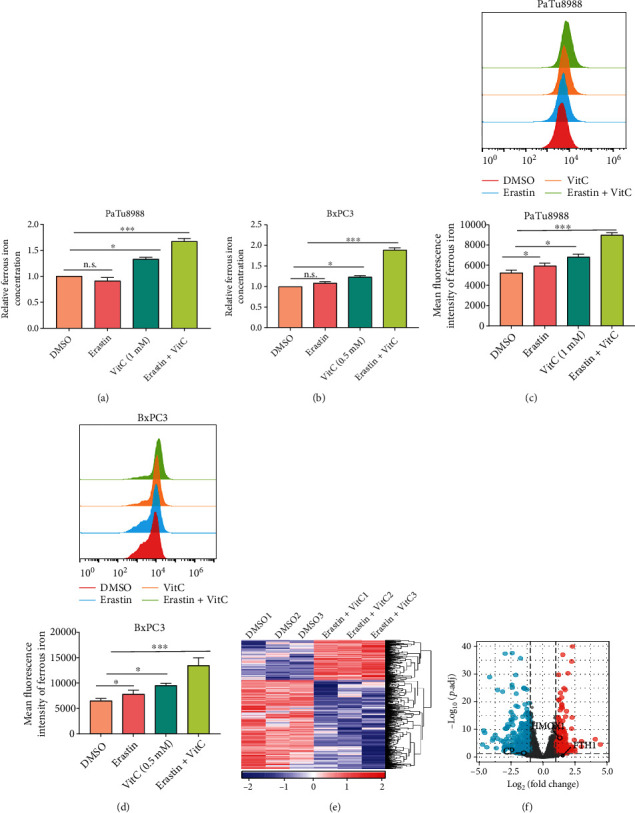
Erastin and vitamin C increase the intracellular ferrous iron level. (a, b) The intracellular ferrous iron level was detected by an iron assay kit in PaTu8988 and BxPC3 cell lines under treatment with erastin and vitamin C. (c, d) Flow cytometry was performed to measure ferrous iron levels, and the quantification of fluorescence intensity is shown (^∗^*P* < 0.05, ^∗∗∗^*P* < 0.001). (e, f) Heat map and volcano map analyses showed differentially expressed genes in response to erastin and vitamin C treatment measured by RNA-seq, respectively. Blue: low expression levels. Red: high expression levels.

**Figure 6:**
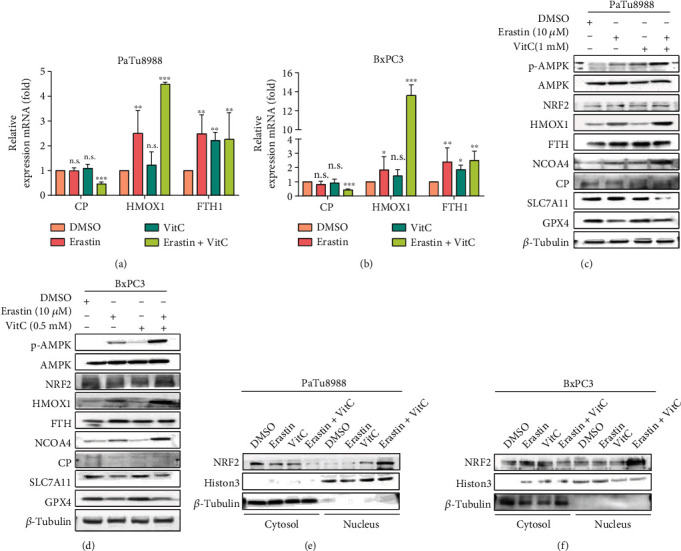
Erastin and vitamin C trigger ferroptosis by regulating the AMPK/NRF2/HMOX1 pathway. (a, b) The mRNA levels of CP, HMOX1, and FTH1 were analyzed in Patu8988 and BxPC3 cell lines treated with erastin and/or vitamin C. (c, d) Ferroptosis and iron metabolism-related proteins were detected by Western blot analysis. (e, f) Western blotting analysis of the nuclear/cytoplasmic fraction showed NRF2 nuclear localization in Patu8988 and BxPC3 cells after treatment with erastin and/or vitamin C (^∗^*P* < 0.05, ^∗∗^*P* < 0.01, and ^∗∗∗^*P* < 0.001).

**Figure 7:**
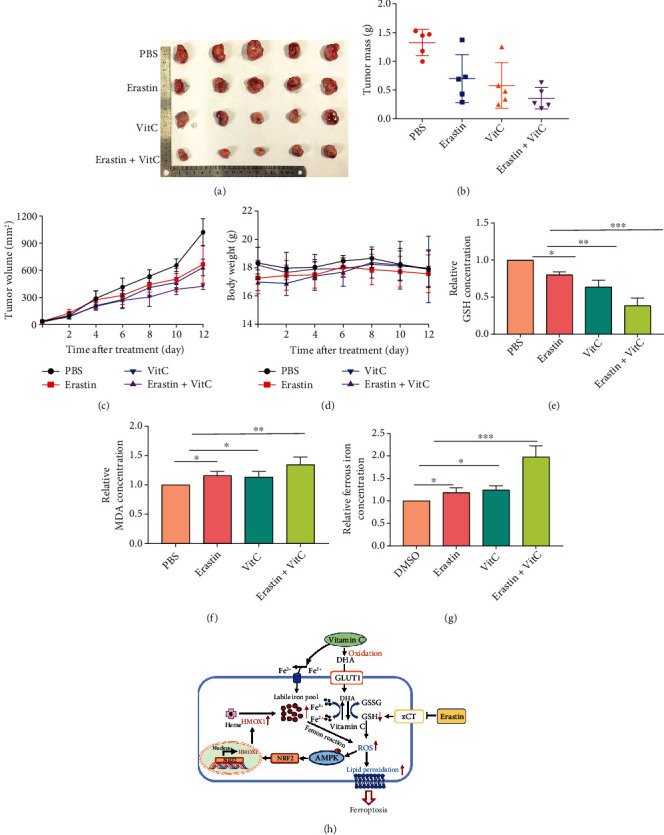
Vitamin C enhances erastin-induced ferroptosis in pancreatic cancer cells in vivo. (a, b) Images and weights of xenograft tumors from various mouse groups after 14 days of treatment. (c, d) The tumor volume and mouse body weight were measured every two days. (e–g) Combination treatment with erastin and vitamin C reduced GSH (e) and increased the MDA (e) and ferrous iron levels (g). (h) A schematic showing that vitamin C sensitizes PC cells to erastin-induced ferroptosis via GSH depletion and ferrous iron overload (^∗^*P* < 0.05, ^∗∗^*P* < 0.01, and ^∗∗∗^*P* < 0.001).

## Data Availability

The RNA-seq data were deposited into Gene Expression Omnibus (GEO) database with accession number GSE192362.

# Supplementary material for: Vitamin C Sensitizes Pancreatic Cancer Cells to Erastin-Induced Ferroptosis by Activating the AMPK/Nrf2/HMOX1 Pathway
**Source:** Oxid Med Cell Longev. 2022 Jul 19;2022:5361241. doi: 10.1155/2022/5361241

**Supporting information**

Figure S1.

(A) Cell viability was assessed by CCK-8 assay after treatment with various concentrations of erastin. (B) Cell viability was detected in PaTu8988 cells after treatment with vitamin C with or without different cell death inhibitors. (C) GSH levels were measured in BxPC3 cells treated with vitamin C in the presence or absence of DFO. (D) Flow cytometry was performed to detect lipid ROS levels, and the quantification of fluorescence intensity is shown. (***P*<0.01, *** *P*<0.001).

Figure S2.

(A-D) GLUT1 mRNA and protein levels were reduced in PaTu8988 and BxPC3 cells after sh-GLUT1 transfection. (E-F) The level of GLUT1 was increased in H6C7 and PANC1 cells after GLUT1 overexpression. (G-H) Cell viability was detected in GLUT1-upregulated H6C7 and PANC1 cells treated with or without vitamin C. (**P*<0.05, ***P*<0.01, *** *P*<0.001).

Figure S3.

(A-B) Morphological changes in PaTu8988 and BxPC3 cells after erastin/vitamin C treatment. (C-D) MDA levels were measured in PaTu8988 and BxPC3 cells under mono or combination treatment with erastin and vitamin C. (**P*<0.05, ***P*<0.01, *** *P*<0.001).

Figure S4.

(A-B) Morphological changes in H6C7 cells and MEFs after treatment with erastin and/or vitamin C. (C-F) GSH and MDA levels were assayed in H6C7 cells and MEFs under mono or combination treatment with erastin and vitamin C. (**P*<0.05, ***P*<0.01, *** *P*<0.001).

Figure S5.

(A-B) Immunofluorescence revealed the subcellular localization of NRF2 in PaTu8988 and BxPC3 cells treated with erastin and/or vitamin C.

Figure S6.

(A-B) Cell viability was assessed by CCK-8 assay after treatment with various concentrations of vitamin C or erastin. (C) Cell viability was assessed by CCK-8 assay after treatment with erastin, vitamin C, or a combination of both in Panc02 cells.

Figure S7.

H&E staining of hearts, liver, spleens, lungs, and kidneys.

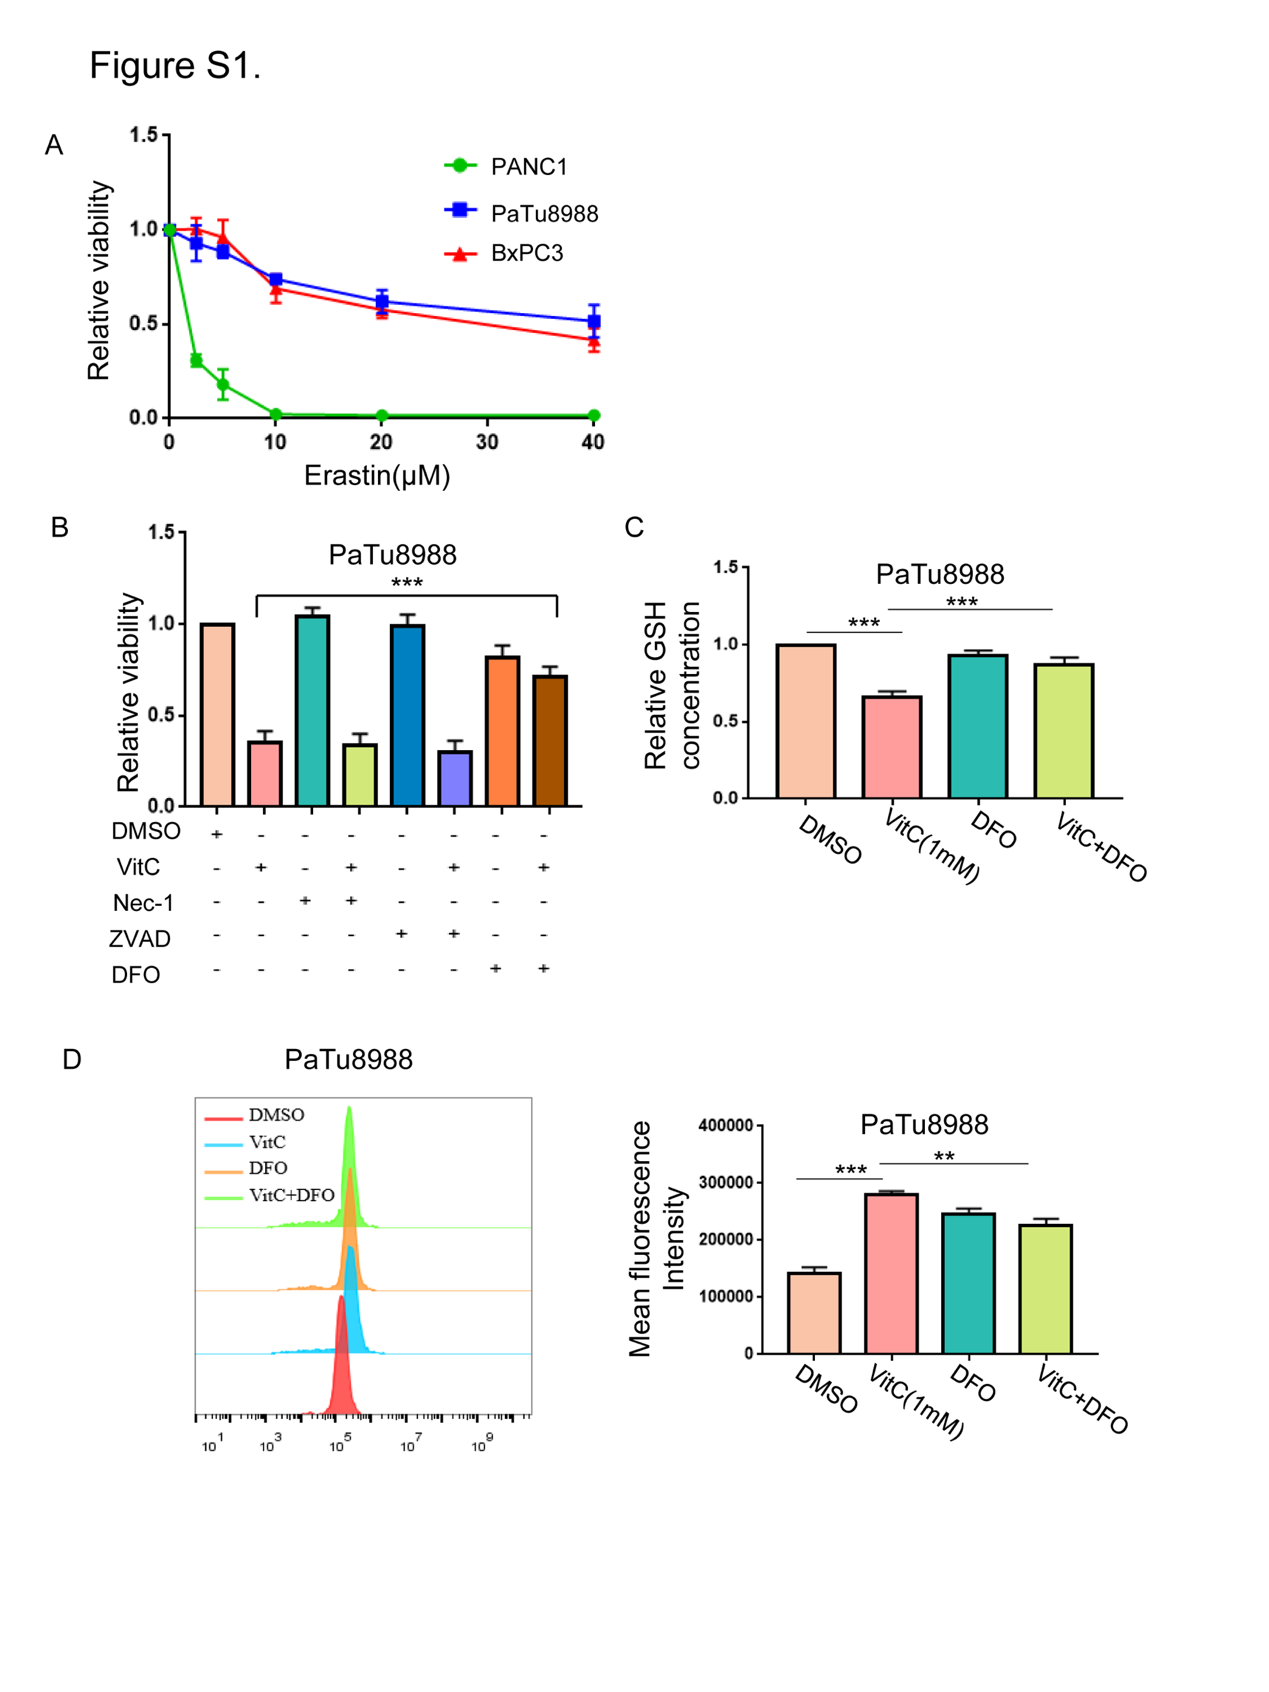

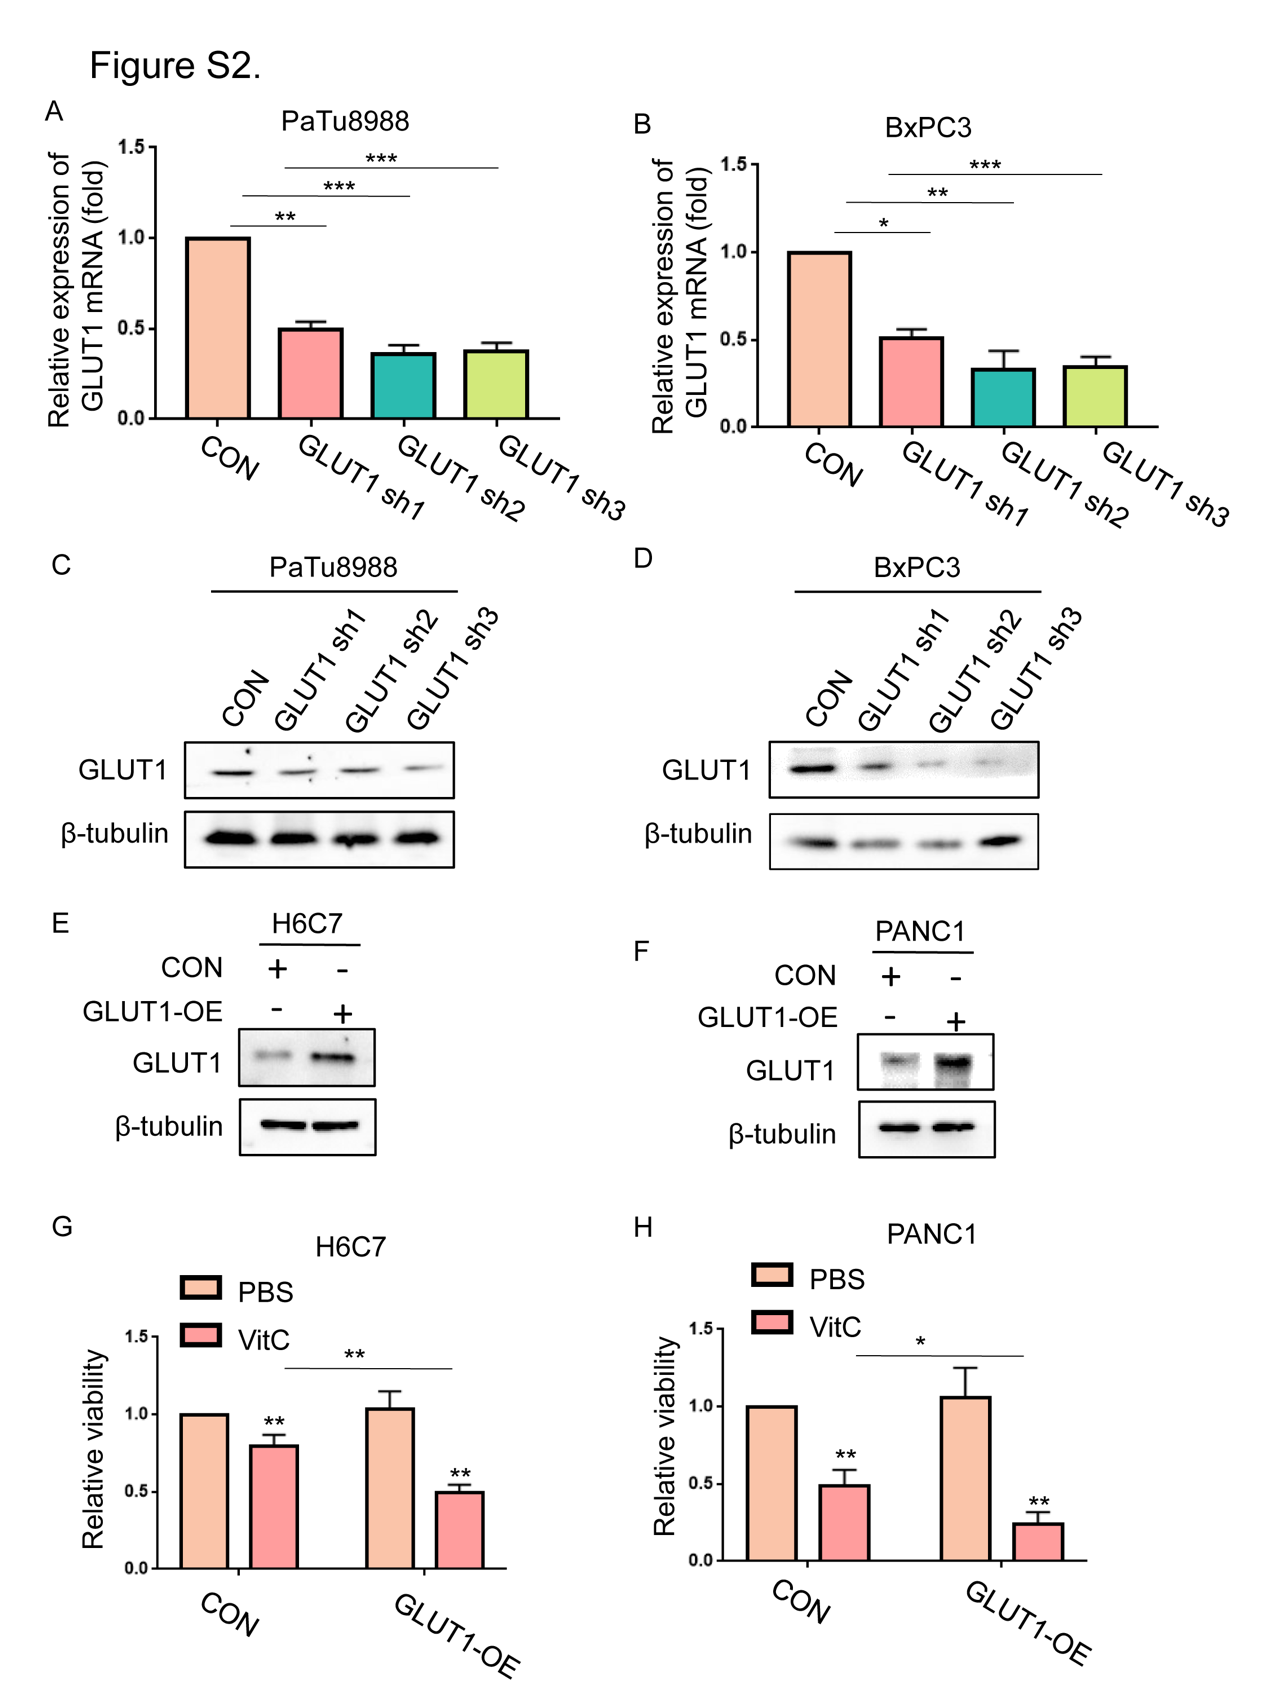

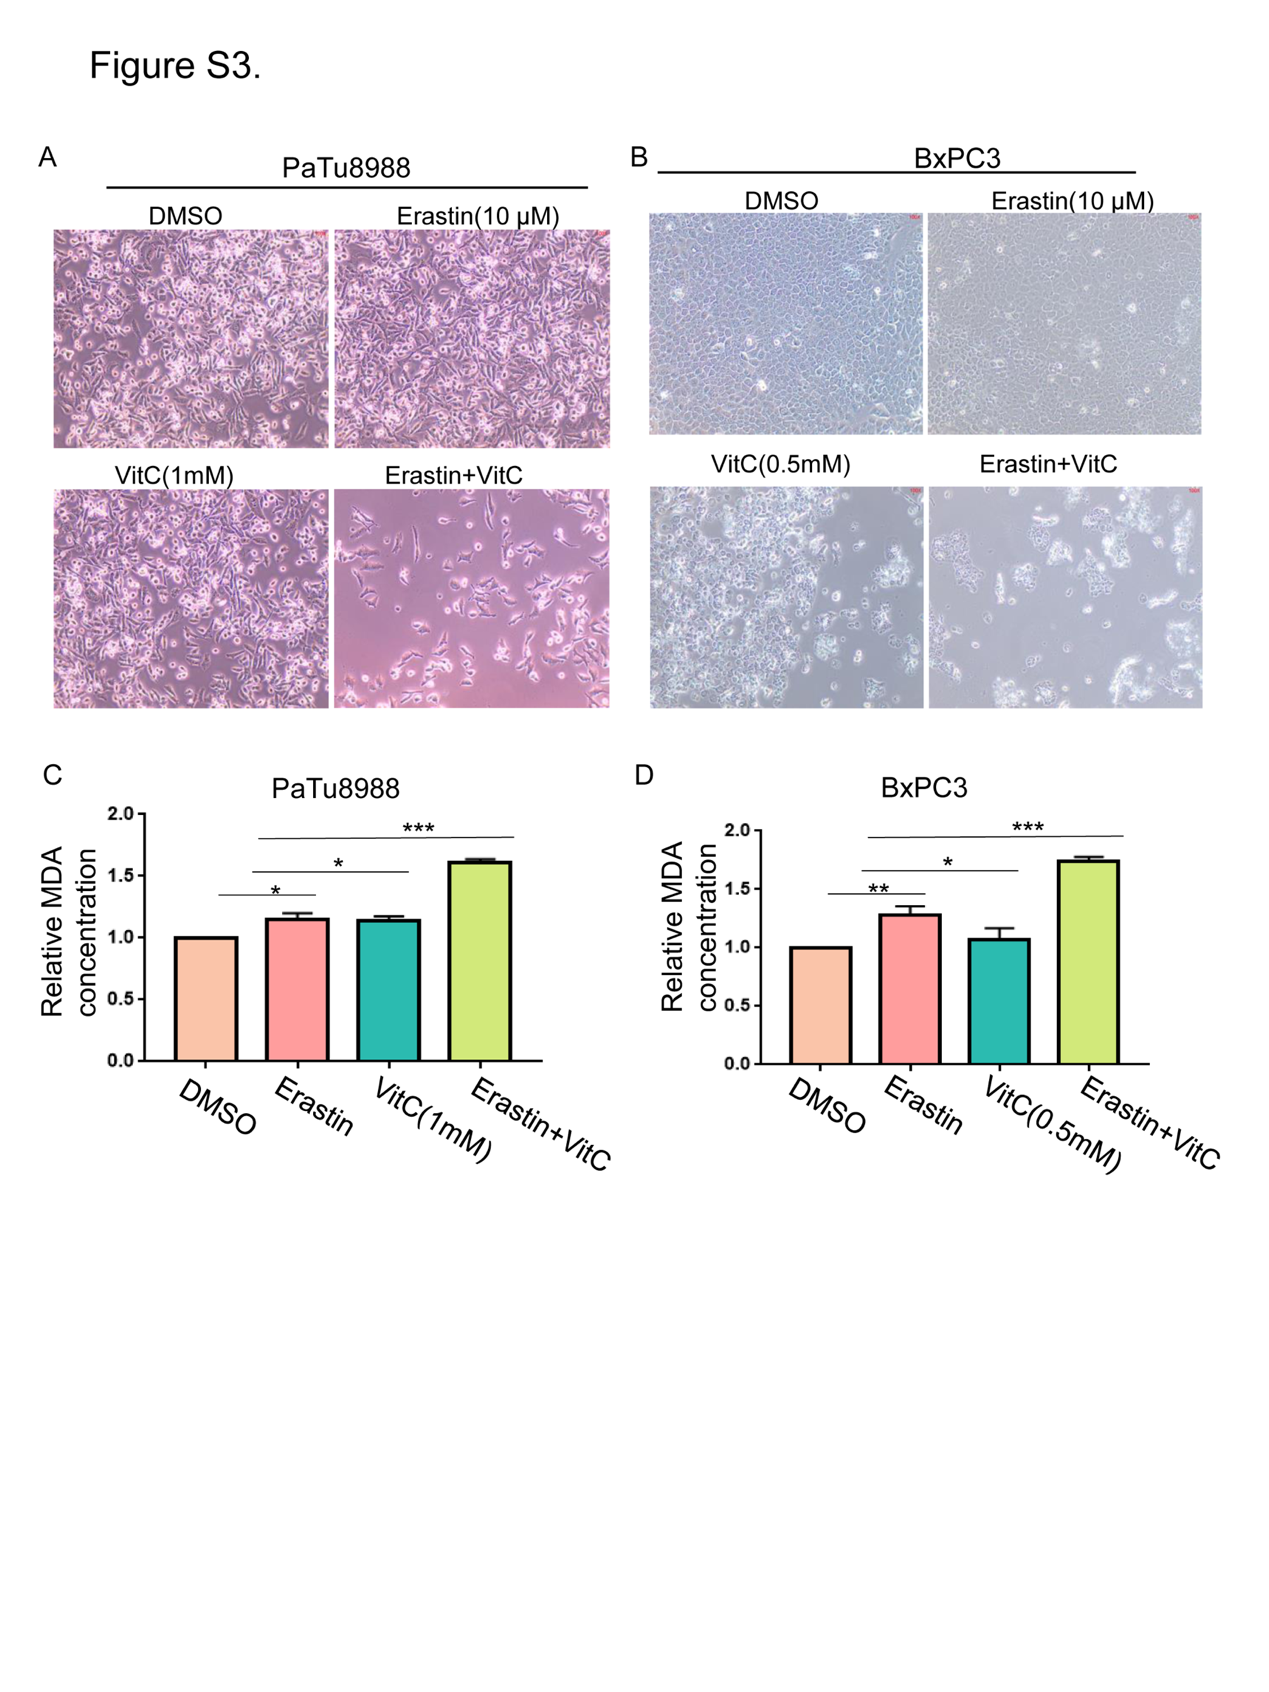

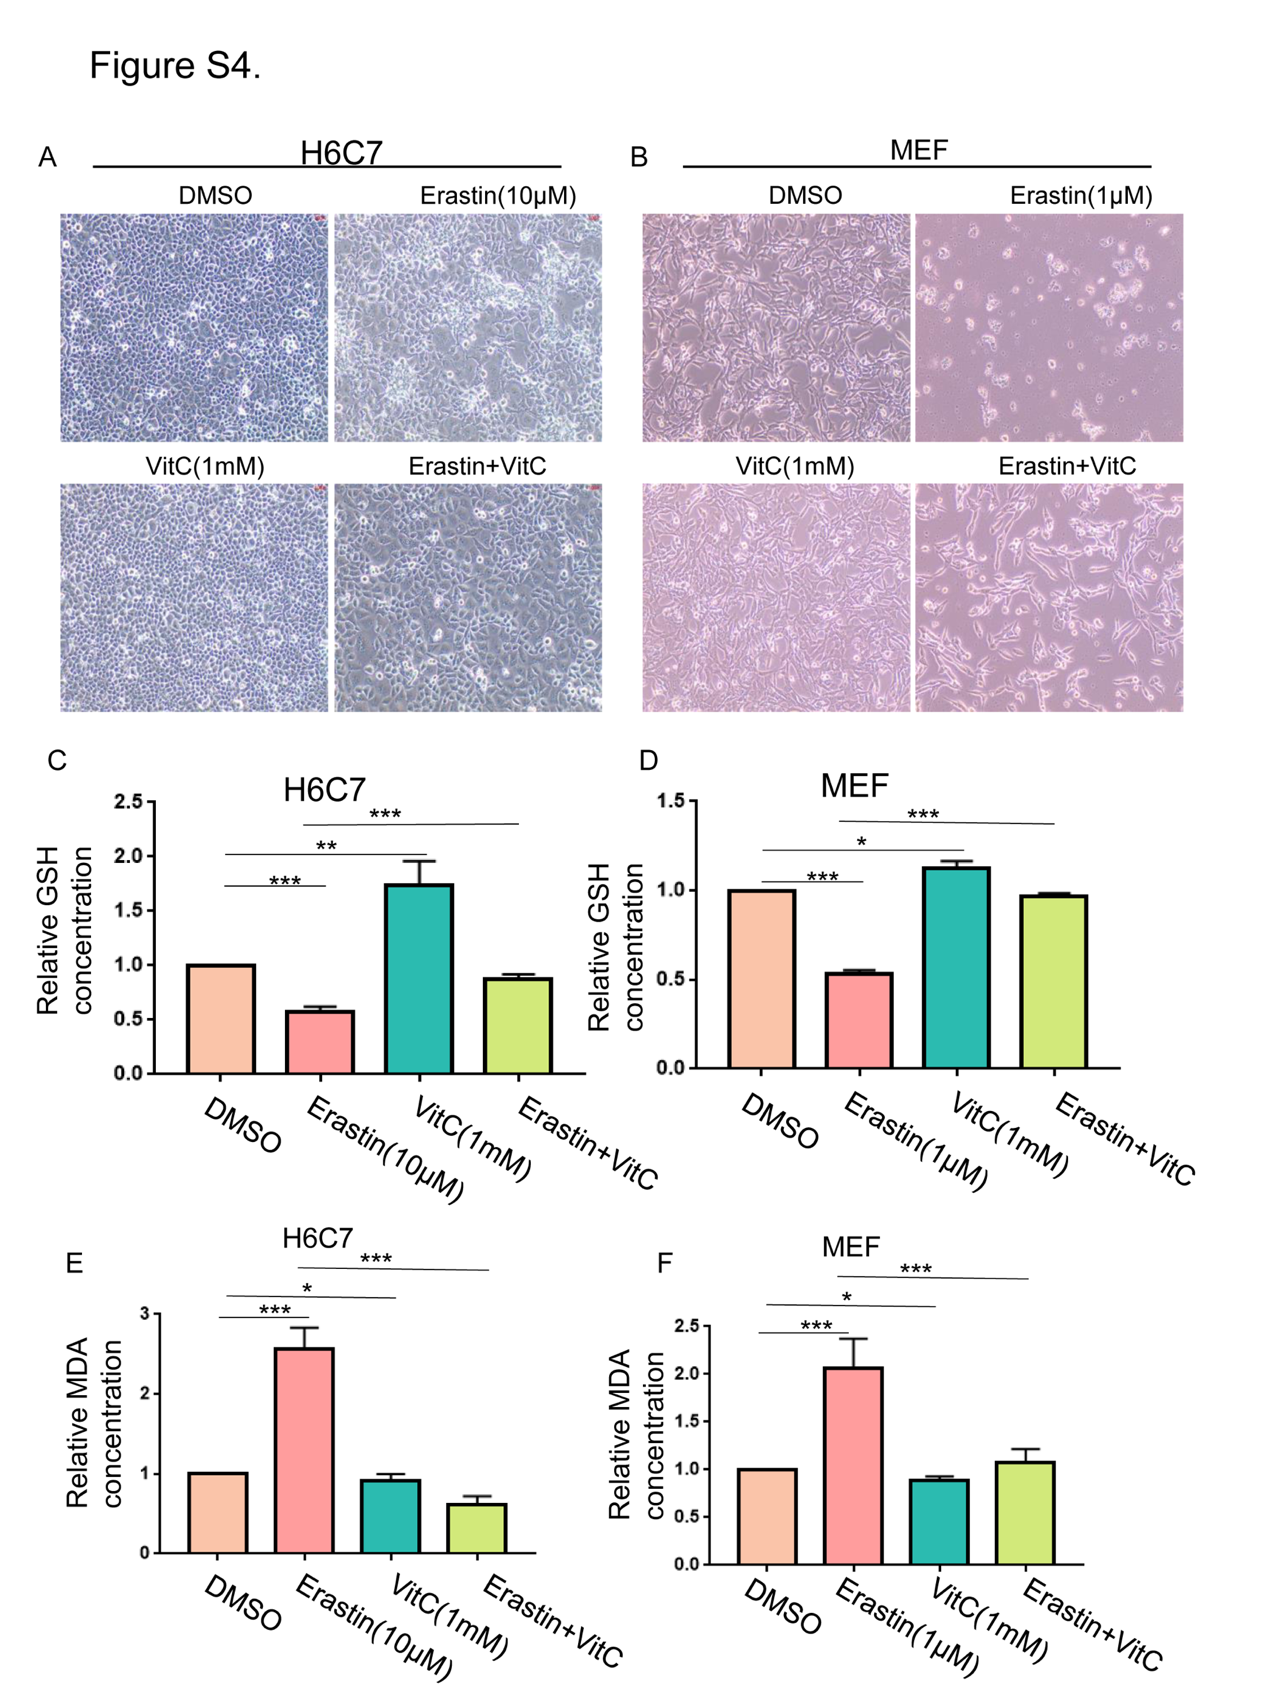

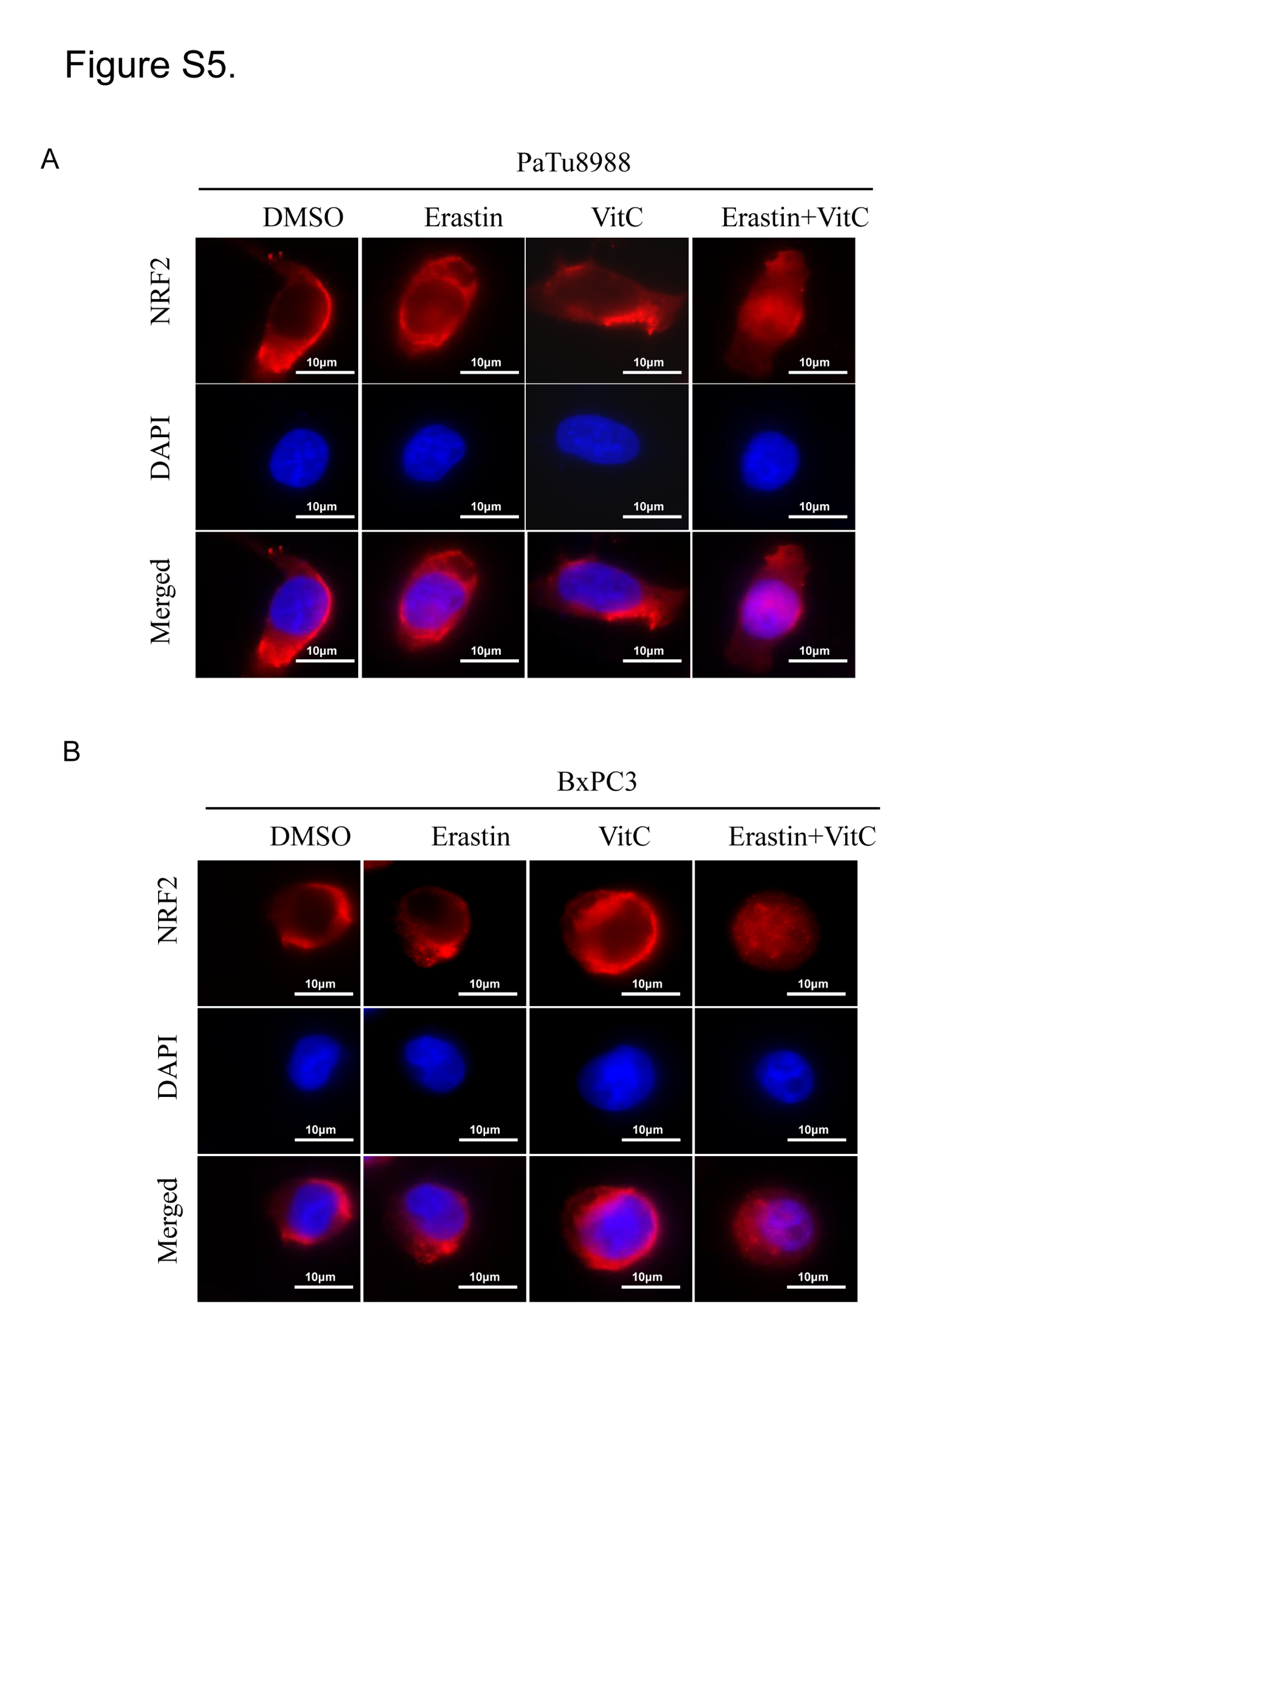

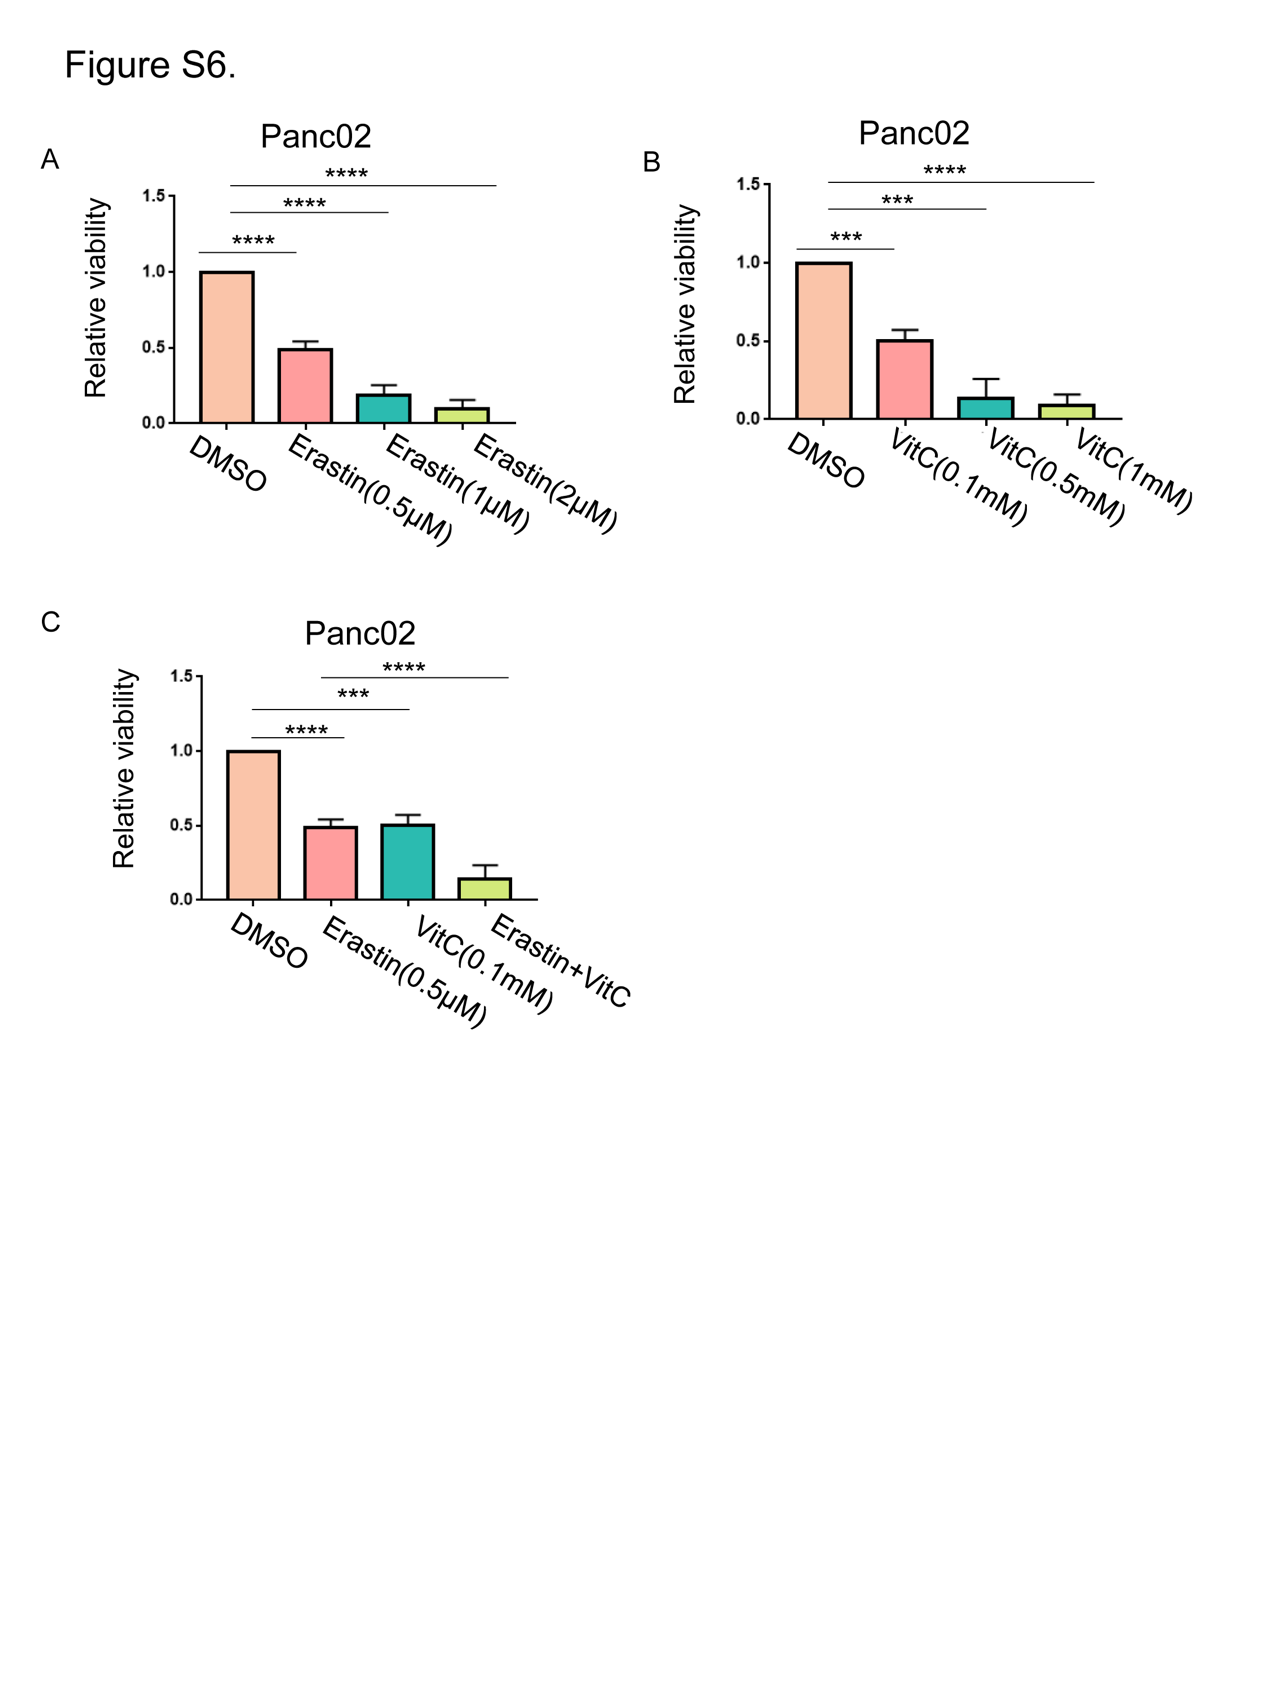

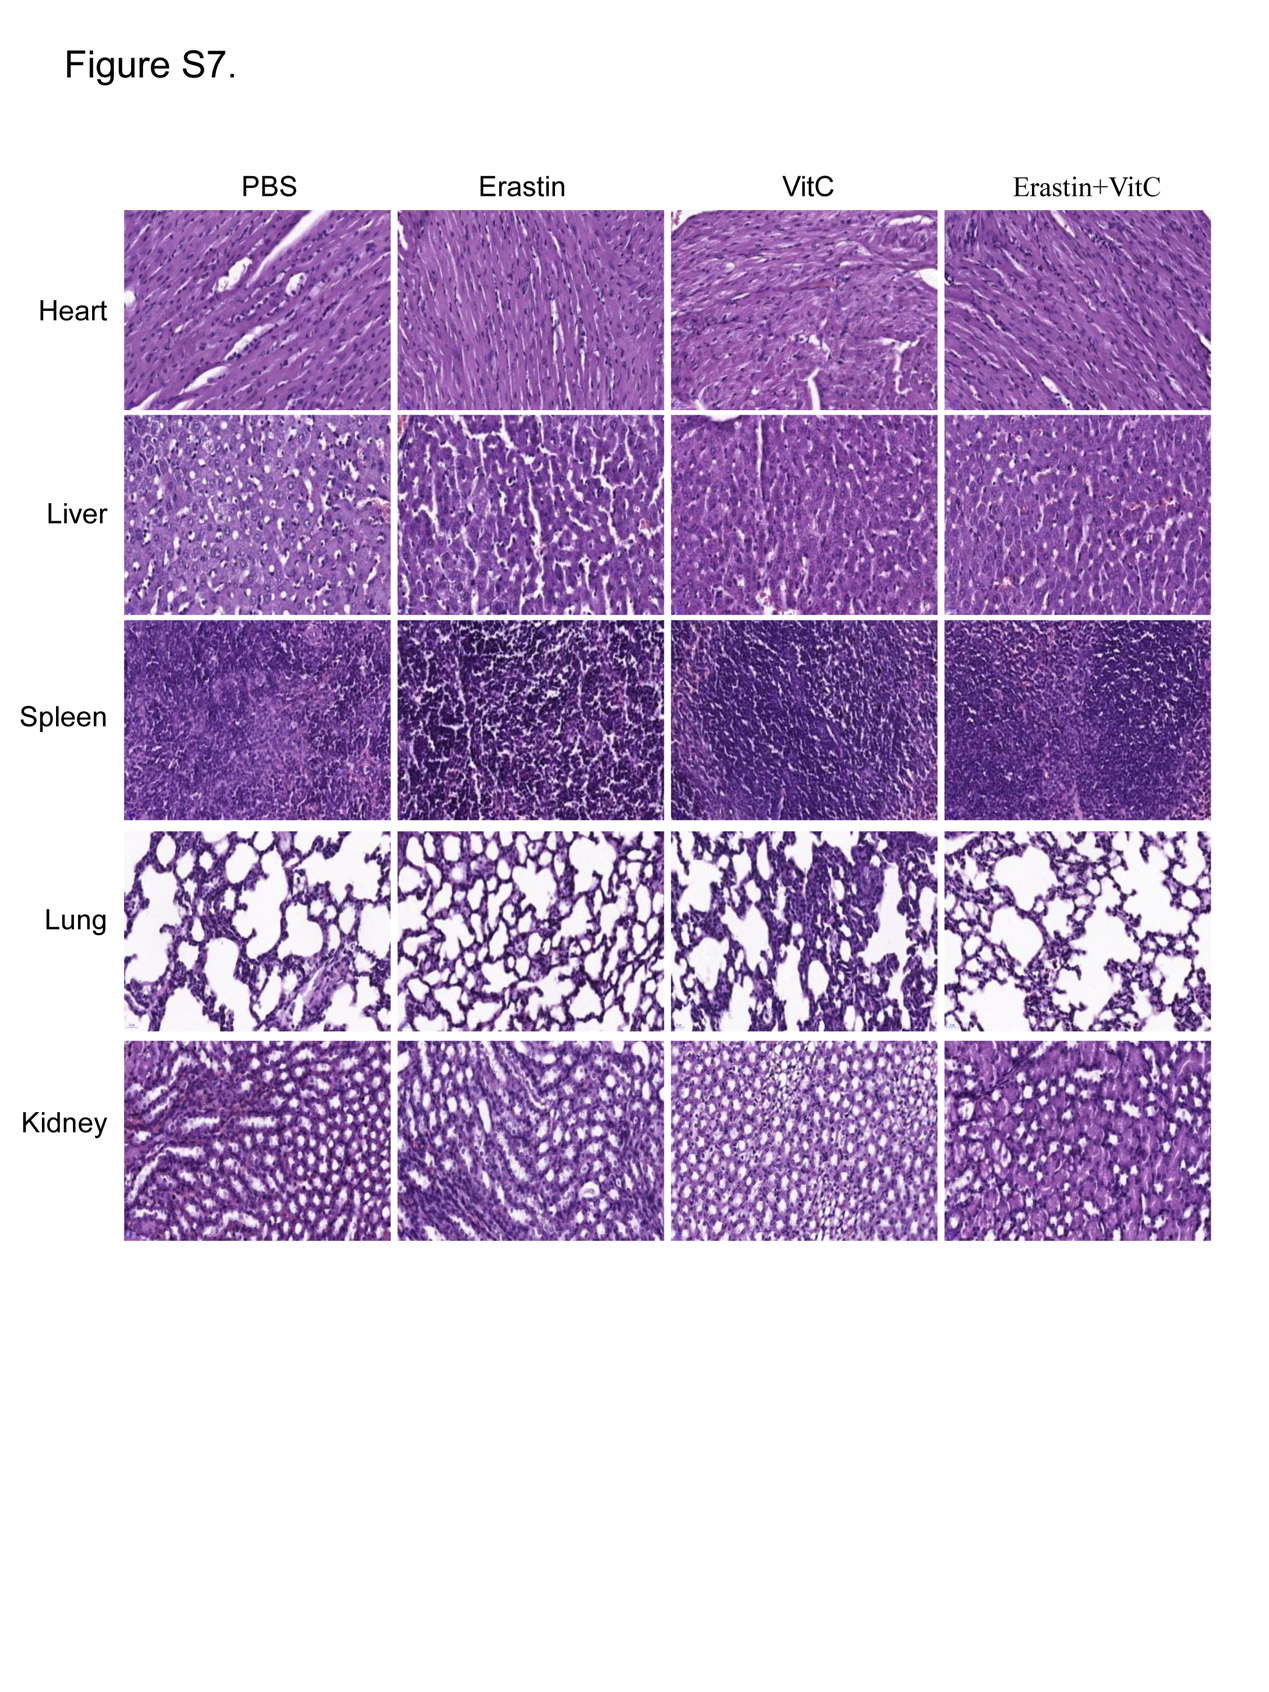

**Supplement:** Supplementary 1 — Figure S1: (A) cell viability was assessed by CCK-8 assay after treatment with various concentrations of erastin. (B) Cell viability was detected in PaTu8988 cells after treatment with vitamin C with or without different cell death inhibitors. (C) GSH levels were measured in BxPC3 cells treated with vitamin C in the presence or absence of DFO. (D) Flow cytometry was performed to detect lipid ROS levels, and the quantification of fluorescence intensity is shown (∗∗P < 0.01, ∗∗∗P < 0.001). Figure S2: (A–D) GLUT1 mRNA and protein levels were reduced in PaTu8988 and BxPC3 cells after sh-GLUT1 transfection. (E, F) The level of GLUT1 was increased in H6C7 and PANC1 cells after GLUT1 overexpression. (G, H) Cell viability was detected in GLUT1-upregulated H6C7 and PANC1 cells treated with or without vitamin C (∗P < 0.05, ∗∗P < 0.01, and ∗∗∗P < 0.001). Figure S3: (A, B) morphological changes in PaTu8988 and BxPC3 cells after erastin/vitamin C treatment. (C, D) MDA levels were measured in PaTu8988 and BxPC3 cells under mono- or combination treatment with erastin and vitamin C. (∗P < 0.05, ∗∗P < 0.01, and ∗∗∗P < 0.001). Figure S4: (A, B) morphological changes in H6C7 cells and MEFs after treatment with erastin and/or vitamin C. (C–F) GSH and MDA levels were assayed in H6C7 cells and MEFs under mono- or combination treatment with erastin and vitamin C (∗P < 0.05, ∗∗P < 0.01, and ∗∗∗P < 0.001). Figure S5: (A, B) immunofluorescence revealed the subcellular localization of NRF2 in PaTu8988 and BxPC3 cells treated with erastin and/or vitamin C. Figure S6: (A, B) cell viability was assessed by CCK-8 assay after treatment with various concentrations of vitamin C or erastin. (C) Cell viability was assessed by CCK-8 assay after treatment with erastin, vitamin C, or a combination of both in Panc02 cells. Figure S7: H&E staining of the hearts, liver, spleens, lungs, and kidneys.

How the deposited data were processed for this re-analysis (not part of the article)

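RNA of BxPC3 cells was measured by RNA sequencing in 13 libraries: 4 with DMSO, 3 with erastin, 3 with vitamin C and 3 with both compounds, after 48 h of culture. The authors sequenced on a NovaSeq 6000 and filtered the reads. The submitters' processing notes name HTSeq 0.6.0 for counting and hg19 as the genome build. The authors divided the reads of each gene by gene length and by the library's counted reads and deposited the result as FPKM for 36394 genes. The aligner, the read layout and the strand setting are not given.

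The coordinates deposited with the table are on GRCh38: 35175 of the gene IDs are in GENCODE 29, and 35138 of these (99.89%) overlap the GENCODE gene of that ID on the same strand. Current symbols were found for 36251 IDs, and 26 genes share a symbol with another gene. The series holds the table in 2 copies with equal IDs and values. No column was left out. A gene length that makes every library's value a whole number of reads (tolerance 0.001 for short genes and 0.002 for gene lengths) was found for every gene, and the reads recovered so cover 99.9% to 100% of each library total. Library totals were 15045681 to 17830009 reads, and the precision of weak genes is limited by this depth. Mitochondrial transcripts took 4.65% to 6.23% of the reads. Between libraries of a group, the variance of genes with at least 20 reads was 7.07 to 26.9 times that of counting alone, so that the spread between libraries, and not counting, sets the error of well expressed genes.

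From the deposited FPKM, log2(FPKM + 0.5) was computed and tested with limma 3.58.1 (trend setting, two-sided, residual degrees of freedom 8) in R 4.3.3 on 12 libraries: DMSO 1 to 3, erastin 2 to 4, vitamin C 1 to 3 and cotreatment 1 to 3. FPKM already holds the division by the library total, and no further scaling between libraries was applied except in the alternatives. Genes with a mean of at least 0.5 FPKM were tested and adjusted by Benjamini-Hochberg, with a threshold of 0.05. The comparisons were each treatment against DMSO, the cotreatment against each single treatment, and the interaction of both compounds. The single-treatment comparisons share the DMSO libraries, and no overlap between comparisons is reported. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The first principal component of the log2 values held 23% of the variance and the second 15.2%.

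The design, the alternatives, the rule for named genes and the 29 gene lists were set before the data were examined, but the ID list of Table S3 had been seen. The genes named are the 11 that the paper names or assays, the 10 protein-coding genes with the largest rise and the 10 with the largest fall among those past the threshold whose 3 cotreated libraries all lie on one side of DMSO 1 to 3, the 3 of each for the other comparisons, and from each list the members with the smallest p. The lists were NRF2 targets, iron handling, ATF4 and amino acid response, unfolded protein response, glutathione synthesis and use, ferroptosis regulators, AMPK subunits and kinases, glucose and vitamin C transporters, HIF targets, interferon-stimulated genes, NF-kB and inflammatory genes, cell cycle (G2 and M phase), DNA replication (S phase), p53 targets, cholesterol synthesis, fatty acid synthesis and desaturation, heat shock response, metallothioneins and zinc efflux, autophagy and lysosome, squamous and keratin genes, ductal and mucin genes, mesenchymal transition genes, collagens and collagen hydroxylases, fibroblast, leukocyte, endothelial, and acinar and islet markers, mitochondrial DNA transcripts, and immediate early genes. Camera compared each list with the other genes at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation.

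The alternatives were all 4 DMSO libraries, a pseudocount of 0.1 or 1, no filter or a mean of at least 2 FPKM, median-of-ratios scaling, quantile normalization, a fit of the compared groups alone, the replicate number as a block (with 3 or 4 DMSO libraries), and leaving out each library in turn. Added after the data were seen were limma's voom on the recovered reads, a loess correction (span 0.3) of each library for GC content and gene length, and a block of DMSO and erastin libraries 2 to 4. Whether libraries with the same number deviate together from their group means was checked by correlation across genes: it was 0.278 to 0.325 for the 3 numbers that DMSO and erastin share, which is a hint from the data that those numbers pair the libraries, since neither the paper nor the labels say so. The highest correlation, 0.411, was between libraries of different numbers, DMSO 3 and vitamin C 2. Libraries thus also deviate together in a way that does not follow the number.

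The test was checked on reads simulated for the 12 libraries of the fit, with their totals and with changes in the cotreatment libraries alone (14237 genes tested). Genes changed 1.5-fold were called in 32.8% (22 of 67), 2-fold in 74.6% (50 of 67) and 4-fold in 95.4% (62 of 65), and 7 of the 141 calls (4.96%) were of unchanged genes. With no change simulated, none of 14234 genes was called for this comparison and 1 for the interaction. A simulated raised list of 30 genes had a camera p of 1.6e-34 and a random list 0.284. The simulated noise was drawn separately for each gene. The simulation therefore cannot check camera's preset correlation, nor false calls that arise where genes vary together between libraries.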

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

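Of the tests below, those on reads shared with FTH1 copies, on the ferritin light chain and on leukocyte RNA were chosen only after the result was seen.

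FTH1 differed between libraries of the same treatment. DMSO 4 held 80.0 FPKM against 7.40 to 14.8 in DMSO 1 to 3, a gap of 0.898 of the range of the 4 libraries (beyond Dixon's critical value for 4 values), and the highest library was 6.01 times the lowest with erastin and 2.66 times with both compounds. Counting of FTH1 reads at its pseudogenes in some libraries is argued against by the sum of their reads, which ranged over 90 reads, 2% of the 4489 reads over which FTH1 ranged, and a signal that raises both ferritin chains is argued against by FTL, whose highest DMSO library was 1.25 times the lowest against 10.8 times for FTH1. Reads that align both to FTH1 and to its 15 pseudogenes and were left out of the counting could not be examined, since no alignments are at hand, and may be a candidate source of the differences. No other biological explanation was tested, and the replicate numbers give no condition that sets these libraries apart.

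Interferon-stimulated genes were higher with both compounds, and their median interaction was 0.265 (camera adjusted p = 2.99e-11, and 0.627 with an estimated correlation), with 9 genes higher when adjusted over the list alone and none over all genes. A trend with GC content or gene length is argued against as the whole cause by the median, 0.276 after its removal against 0.332 before. The camera adjusted p was then 8.84e-06, with a range of 7.38e-09 to 0.464 over the alternatives. RNA from leukocytes is argued against by 1 of 10 measured markers with a mean of at least 0.5 FPKM (CD14 at 8.93, PTPRC at 0.00222 and LYZ at 0.0113 in cotreated cells). A single cotreated library is argued against by list means of 0.481 to 0.597 in the cotreated libraries, all above DMSO 1 to 3. The highest camera adjusted p with each left out was 0.00078. Since wrong groupings also gave a small camera p, these camera values alone argue against no cause. Among the 35 ways to part the 3 cotreated and 4 DMSO libraries, 6 gave a p as small as the real one (9.03e-07, smallest of the others 1.1e-12), so that chance cannot be excluded by the camera p. By genes called, the other groupings reached at most 2 genes of any kind, against 16 of this list in the real one. The real grouping called 2319 of all 14351 genes tested, so this contrast holds for called genes in general. It is no separate evidence for this list. A response to the cotreatment may lie behind the rise and stays open as a hypothesis, with list means of −0.017 to 0.237 in DMSO 1 to 3 and 0.481 to 0.597 in the cotreated libraries.

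ZBTB32 in DMSO 4 (2.31 FPKM) lay apart from DMSO 1 to 3 (6.27 to 7.07 FPKM) by 0.832 of the range. Of 32 values tested in this way, FTH1 included, 2 passed, where chance gives about 1 in 20.

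The paper's methods include the single treatments in the RNA sequencing, but the paper shows no result of it for them. With erastin alone, NRF2 targets were higher, with a median log2 fold change of 0.518 (camera adjusted p = 5.34e-27, 0.00848 with an estimated correlation, 19 of 28 higher when adjusted over the list alone, none over all genes). With vitamin C alone, the median was 0.355 for NRF2 targets (adjusted p = 1.22e-16, 14 of 28 higher when adjusted over the list alone), 0.126 for glutathione synthesis and use (7.26e-06, 5 of 25 higher), −0.262 for HIF targets (2.18e-15, 10 of 31 lower) and −0.283 for collagens and their hydroxylases (1.31e-15, 9 of 15 lower), each adjusted over the list alone. Over all genes none passed in limma, where 1186 did at an unadjusted p under 0.05, nor with voom. With an estimated correlation, the adjusted p was 0.0142, 0.0142, 0.0142 and 0.024. These list calls, and that of the NRF2 targets with erastin, held in every alternative, all 4 DMSO libraries included. Within them, EGLN3 stood at −1.13 and COL5A1 at −0.76 with vitamin C (limma adjusted p = 0.17 each), and GCLM at 0.70 with erastin (0.051, and 0.0191 with all 4 DMSO libraries).

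HERC5 was the 1 gene that passed with erastin alone (log2 fold change 0.72, limma adjusted p = 0.0338, and 0.0191 with all 4 DMSO libraries). With the replicate number as a block, 3 genes passed, 91 with the replicate block and all 4 DMSO libraries, and 20 with a block of libraries 2 to 4 alone. HERC5 did not pass with the replicate block (0.0528), in a fit of DMSO and erastin alone (0.0985), or without DMSO 1, 2 or 3 (0.179, 0.147 and 0.0969) or erastin 2, 3 or 4 (0.0533, 0.112 and 0.0595), with a range over the alternatives of 0.00453 to 0.179.

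For lists whose response to vitamin C differed with erastin present, the median interaction was −0.212 for HIF targets (camera adjusted p = 4.84e-04, 2 of 31 lower when adjusted over the list alone), −0.229 for G2 and M phase genes (0.0236) and −0.073 for collagens (0.0405, mean −0.22), and with an estimated correlation none passed (adjusted p = 0.627, 0.977 and 0.977). The G2 and M phase call was also lost with all 4 DMSO libraries (0.071) and without DMSO 3, erastin 2, erastin 4, vitamin C 1 or cotreatment 1 (0.818, 0.112, 0.405, 0.625 and 0.179), and that of the collagens with all 4 DMSO libraries (0.135), with the replicate block (0.539) and without DMSO 1, DMSO 3, erastin 4, vitamin C 1, vitamin C 3 or cotreatment 2 (0.0752, 0.0605, 0.486, 0.133, 0.0713 and 0.107).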

How the results depend on the processing

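The voom, GC and length, and libraries 2 to 4 settings were chosen only after the data were seen. Of the 20 genes with the largest changes, 15 passed in every alternative in which they were tested (18 of 19 for CCL21 and CCL26). FTH1 was lost in 5 of 19, GDF15 in 7, and KRT6B, LYPD2 and FGFR3 in 1 each (without DMSO 3, cotreatment 1 and cotreatment 1). Over the alternatives set beforehand, 62 counts moved over 1.5 times and 103 did not. Of list results 2547 kept direction and call, 211 uncalled medians moved, 99 gained and 130 lost the call and 3 reversed, and of named genes 2778 kept both, 58 moved, 51 gained and 176 lost the call. Over the added ones, 13 counts moved and 18 did not. Of list results 458 kept both, 20 moved, 15 gained and 11 lost the call, and of genes 525, 8, 29 and 4. Weak genes are limited by depth, and the filter removed those under 0.5 FPKM. Except for fewer genes or libraries tested, the cause was not tested.

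Cotreatment against DMSO (1631, 1013 higher, 618 lower, 95 and 116 by at least 1 on the log2 scale): no filter 1004 (608, 396), replicate block with all 4 DMSO libraries 2709 (1704, 1005), voom with all 4 DMSO libraries 2514 (1631, 883, 159 and 212 by at least 1), compared groups alone 822 (488, 334), without 1 library 725 to 1319 (424 to 817, 301 to 502), lower by at least 1, pseudocount 0.1 179, pseudocount 1 76, mean of at least 2 FPKM 76, voom 205. Erastin against DMSO (1, 1297 at an unadjusted p under 0.05): all 4 DMSO libraries 7, pseudocount 0.1 6, no filter 7, mean of at least 2 FPKM 10, quantile 5, replicate block 3, replicate block with all 4 DMSO libraries 91, replicate block of libraries 2 to 4 alone 20, voom 31, voom with all 4 48, GC and length 12, without 1 library 0 to 0. Vitamin C against DMSO (limma 0, 1186 unadjusted, voom 0): pseudocount 0.1 1, no filter 7, replicate block with all 4 DMSO libraries 9, voom with all 4 14, compared groups alone 1, without 1 library 0 to 1. Cotreatment against erastin (141): no filter 38, replicate block 40, voom 245, voom with all 4 229, GC and length 232, compared groups alone 2, without 1 library 26 to 156. Cotreatment against vitamin C (1131): no filter 514, replicate block with all 4 DMSO libraries 2109, compared groups alone 472, without 1 library 291 to 1282. Interaction (limma 0, 1086 unadjusted, voom 0): no filter 9, without 1 library 0 to 1.

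Reversed in erastin against DMSO were the S phase list (0.022), at −0.115 without DMSO 3 (adjusted p = 0.0242) and −0.112 without erastin 2 (0.0453), with a range of −0.115 to 0.163 without 1 library, and the immediate early list (0.326), at 0.075 but directed down by camera with the replicate block and all 4 DMSO libraries (0.983). Correlations of same-numbered libraries were −0.133 to 0.312 for DMSO and vitamin C, 0.033 to 0.105 for DMSO and cotreatment, −0.158 to 0.074 for erastin and vitamin C, 0.016 to 0.101 for erastin and cotreatment and 0.057 to 0.175 for vitamin C and cotreatment. For these groups a pairing by number is neither shown nor excluded. DMSO 1 and vitamin C 1 reached 0.312. Of the cotreatment libraries, each vitamin C library correlated most with that of its own number (0.175, 0.057 and 0.168). With the replicate block, the erastin lists of glutathione (adjusted p = 0.26), autophagy (0.0522), ductal genes (0.096), PRSS1 (0.0896) and immediate early genes (0.611) were lost, and HIF targets (0.00822), S phase (0.0212) and fatty acid synthesis (0.00707) gained the call. It changed no other list call there.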

Differences from the paper's values

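The voom settings were chosen only after the values were seen. For genes higher in the cotreatment group, the paper gives 288 and the value here is 95, and for genes lower, the paper gives 644 and the value here is 116, at an adjusted p under 0.05 and a log2 change of at least 1. The paper's statistics section gives Student's test for a pair of groups and P under 0.05 for its data in general, and Figure 5(f) draws threshold lines, but neither the test nor the thresholds are named for these counts. The adjusted p used here differs from the P of that section, and the thresholds behind the paper's counts can differ. The processing here also lowers the counts. Of the study's listed genes, 493 had a mean under 0.5 FPKM and were not tested. The added 0.5 makes changes of weak genes smaller: 187 of 317 listed genes that passed changed by at least 1, against 300 of 334 with voom. Neither closes the gap, with 79 and 92 genes without the filter and 137 and 205 with voom. In each of the alternatives set before the data were examined the counts differ too: 69 to 133 higher and 76 to 179 lower.

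For FTH1, the paper shows a log2 fold change of about 1.6 in Figure 5(f), read by eye, and the value here is 2.78. The figure gives no error for it, so the limma standard error of FTH1 in the main fit here was taken as the margin. Among the alternatives set before the data were examined, the value lies within this margin of the paper's with all 4 DMSO libraries (2.10) and with the replicate block and all 4 DMSO libraries (2.19), and not in the other 14. The dot of FTH1 in Figure 5(f) lies below the line of the threshold, while here FTH1 passes with DMSO 1 to 3 (adjusted p = 0.015) and does not with all 4 DMSO libraries (0.0755, with a range of 0.00292 to 0.106 over the alternatives).

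The paper states that CP RNA is lower in the cotreated cells, from RNA sequencing and from qPCR. The paper's Western blots showed no effect on CP protein. Only the RNA sequencing is compared here. Here CP did not pass with DMSO 1 to 3 (log2 fold change −1.15, adjusted p = 0.0913) and passed with all 4 DMSO libraries (0.0367), with the replicate block (0.00452), with the replicate block and all 4 DMSO libraries (0.00169), and with voom and all 4 DMSO libraries (0.0241), over a range of 0.00169 to 0.292. The direction of CP was as the paper states for its RNA in each.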

Other observations

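The tests of ATF4 genes, and the regroupings of the 6 libraries of each comparison and of the interaction, were chosen only after the result was seen.

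With both compounds, BxPC3 cells also differed from DMSO 1 to 3 in genes of epithelial identity. Of 25 squamous and keratin genes, 8 fell, 1 rose and 16 did not pass (8 lower and 2 higher when adjusted over the list alone, median −0.20, camera adjusted p = 0.00464, and 0.106 with an estimated correlation), among them KRT5, a keratin of basal cells (−1.30), S100A7 (−1.23) and the desmosomal cadherin DSG3 (−0.93). KRT6B, a near-identical paralog of KRT6A whose reads can be split, rose by 1.65 but did not pass without DMSO 3 (limma adjusted p = 0.0501, range over the alternatives 0.00153 to 0.0501). Ductal and mucin genes went both ways, with 8 of 20 higher, such as CEACAM5 (1.00) and CLDN4 (0.89), and 4 lower (list median 0.30, adjusted p = 0.162). Of 25 genes of glutathione synthesis and use, 8 rose and 1 fell (10 and 1 when adjusted over the list alone, median 0.23, adjusted p = 0.00166, and 0.0357 with an estimated correlation), among them GLRX, a glutaredoxin (1.29), GPX2 (1.06) and MGST1 (1.02). Of 23 genes of autophagy and the lysosome, 8 rose and 3 fell (9 and 3 when adjusted over the list alone, median 0.26, adjusted p = 0.0132, 0.464 with an estimated correlation, and 0.064 with a mean of at least 2 FPKM), with the cargo receptor SQSTM1 at 1.47 and GABARAPL1 at 0.88. G2 and M phase genes had a median of −0.31 (adjusted p = 6.03e-07, and 0.549 with an estimated correlation), with 3 of 24 lower (6 when adjusted over the list alone): ASPM, HMMR and CENPA, named after their values were seen, each of which lost its call without DMSO 1 (0.0777, 0.0534 and 0.128) and without cotreatment 1 (0.0889, 0.0599 and 0.0842). With all 4 DMSO libraries, the list calls held at an adjusted p of 5.73e-04 (squamous and keratin), 0.00249 (glutathione), 0.0182 (autophagy) and 1.6e-08 (G2 and M phase).

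For the other lists in the cotreated cells, the median log2 fold change and the camera adjusted p are given, and the genes named are those past the threshold, chosen after their values were seen. Lower were cholesterol synthesis (−0.18, adjusted p = 0.00155, LSS and STARD4) and mitochondrial DNA transcripts (−0.17, adjusted p = 0.00294, MT-ATP8), and higher were immediate early genes (0.32, adjusted p = 0.0172, ATF3, FOSL1, KLF4 and DUSP5). With an estimated correlation, the adjusted p of these lists was 0.543, 0.549 and 0.657. The call of the mitochondrial transcripts was also lost after quantile normalization (0.112) and without cotreatment 1 (0.0541), and that of the immediate early genes with all 4 DMSO libraries (0.23) and without DMSO 1, DMSO 2 or cotreatment 1 (0.158, 0.054 and 0.104). Lists that did not pass were NF-kB and inflammatory genes (0.16, adjusted p = 0.17, 6 of 23 higher, and 0.0324 without cotreatment 3), p53 targets (0.092, adjusted p = 0.948, 3 higher and 2 lower, with camera directed down), the unfolded protein response (0.11, adjusted p = 0.68) and the heat shock response (0.21, adjusted p = 0.308, and 0.013 without DMSO 1). Nor did S phase genes (0.072, adjusted p = 0.68, E2F1 and CCNE1 higher), fatty acid synthesis (−0.056, adjusted p = 0.271, ME1 higher and FASN lower), AMPK subunits and kinases (0.096, adjusted p = 0.308, PRKAG2 higher) or glucose and vitamin C transporters (−0.10, adjusted p = 0.805, SLC23A2 higher). Metallothioneins (0.046, adjusted p = 0.685, with camera directed down) held MT1G, higher, and MT1X, lower, near-identical paralogs whose reads can be split. Mesenchymal genes (−0.099, adjusted p = 0.271, TGFBI and VIM lower) and fibroblast markers (−0.16, adjusted p = 0.473, and 2.77e-04 without the filter) did not pass. Of the leukocyte markers CD14 alone was tested (0.63, adjusted p = 0.377), of the acinar and islet markers PRSS1 alone (0.94, adjusted p = 0.162), and of 7 endothelial markers none, since 6 are in the table and each had a mean under 0.5 FPKM. Of the genes named for these lists, ATF3, ME1, PRKAG2 and MT1X passed without any 1 library, and each of the others lost its call without at least 1 (highest adjusted p 0.158, of LSS without DMSO 2). With all 4 DMSO libraries, STARD4 (0.0863), DUSP5 (0.0655) and FASN (0.0855) did not pass.

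Against erastin alone, 54 genes were higher and 87 lower with both compounds, and HIF targets (median −0.37, camera adjusted p = 2.9e-19, 10 of 31 lower, 18 when adjusted over the list alone) and collagens (−0.45, 2.2e-14, 7 of 15 lower, 12 when adjusted over the list alone) were lower, led by CA9 (−2.70) and EGLN3 (−2.01), while NRF2 targets (0.33, 2.72e-11) and interferon-stimulated genes (0.32, 4.15e-12) were higher. With an estimated correlation, the adjusted p was 0.0189, 0.0462, 0.0462 and 0.184. The 141 genes fell to 34, 26, 35, 69 and 59 without erastin 3, erastin 4, and cotreatment 1, 2 and 3, to 40 with the replicate block, to 38 without the filter and to 2 in a fit of these 6 libraries alone. Against vitamin C alone, 645 genes were higher and 486 lower (485 and 517 after quantile normalization, 413 and 500 after GC and length correction), NRF2 targets were higher (0.50, 4.37e-13, 17 of 28) and HIF targets lower (−0.22, 3.99e-05, 6 of 31), with an adjusted p of 0.0835 and 0.424 with an estimated correlation. The 1131 genes fell to 350, 312, 291 and 427 without vitamin C 2, vitamin C 3, cotreatment 1 and cotreatment 3. With erastin alone, cholesterol synthesis was lower against DMSO (−0.29, adjusted p = 8.24e-11, and 0.181 with an estimated correlation, 5 of 24 when adjusted over the list alone, none over all genes).

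Among the lists of iron and ferroptosis, the iron genes were higher with erastin alone (median 0.075, camera adjusted p = 0.0166, 4 of 28 higher when adjusted over the list alone) and with vitamin C alone (0.16, adjusted p = 0.00101, 1 higher when adjusted over the list alone), and the ferroptosis regulators with vitamin C alone (0.146, adjusted p = 0.0105, with no gene called by limma). With an estimated correlation, none of these calls held (adjusted p = 0.25, 0.152 and 0.425). With erastin, the iron genes also did not pass without DMSO 1 or erastin 2 (0.0906 and 0.106), with a mean of at least 2 FPKM (0.0617) or with the replicate block and all 4 DMSO libraries (0.117), over a range of 0.00466 to 0.25. The ferroptosis regulators did not pass without DMSO 1, vitamin C 2 or vitamin C 3 (0.0641, 0.0524 and 0.133), over a range of 3e-04 to 0.425. The interaction did not pass for the iron genes (median −0.154, adjusted p = 0.0827) or the ferroptosis regulators (−0.148, adjusted p = 0.599), so the responses were not shown to differ, although that of the iron genes passed without erastin 4 or vitamin C 1 (0.0433 and 0.036), after quantile normalization (0.0309) and with the replicate block (0.0201, and 0.0437 with all 4 DMSO libraries).

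Genes of the ATF4 and amino acid response (median 0.25, adjusted p = 0.162, ATF3 and WARS1 of 28 higher) differed between libraries of one treatment: their mean was highest in DMSO 3 (0.758), erastin 3 (0.535), vitamin C 2 (0.821) and cotreatment 1 (0.755). The list passed without DMSO 3 (7.08e-05), as it did without the filter (0.0089), with a range of 7.08e-05 to 0.837 over the alternatives. Library size is argued against, since the highest library was the largest in 2 of 4 groups and the smallest in 0. A batch shared by number in all 4 groups is argued against, since library 3 was the highest in 2 of 4. These 2 were DMSO and erastin, whose numbers may pair, so a batch of DMSO 3 and erastin 3 stays open. So does a batch that does not follow the number, since vitamin C 2 deviated together with DMSO 3 (correlation 0.411). In the libraries with the highest ATF4 mean, heat shock genes were the lowest of their group in DMSO 3 (−0.497), erastin 3 (−0.347) and vitamin C 2 (−0.378), but the highest in cotreatment 1 (0.315). A difference in the state of single cultures, such as density or medium, may lie behind the ATF4 genes and was not tested.

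In regroupings of the libraries (exact permutation of the labels), for both compounds against all 4 DMSO libraries, 2319 genes were called. The others of 35 groupings called at most 2. The real grouping alone reached its count, and 1 of 35 is the smallest share that these groupings can give. This makes chance unlikely for the count but does not exclude it. The share was also 1 of 35 for HIF targets (camera p 9.86e-17, smallest of the others 4.68e-15) and collagens (2.39e-16, 3.66e-12). No adjustment was made for the number of patterns regrouped. For NRF2 targets, chance cannot be excluded by the camera p (1.14e-20, smallest of the others 4.22e-21, in 2 of 35 with the real one). Of these targets the real grouping called 23, where the others called at most 2 genes of any kind. That contrast holds for called genes in general and is no separate evidence for this list. The 10 groupings of 3 against 3 are too few for a share under 0.05: real count 1631 and highest other 1 for both compounds against DMSO, 1 and 0 for erastin, 0 and 66 for vitamin C, 141 and 0 against erastin, and 1131 and 1 against vitamin C. The 66 genes part DMSO 1, DMSO 2 and vitamin C 1 from DMSO 3, vitamin C 2 and vitamin C 3, which points to a structure of the samples other than the treatment. For the interaction, the real count was 0 (limma, 1086 at an unadjusted p under 0.05, voom 0), which each of 100 drawn groupings reaches whatever the data, so these groupings say nothing of chance. The highest of the others was 310, which points to a structure of the samples that can be the treatments themselves, since the groupings mix them.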
